# TRAIN (Transcription of Repeats Activates INterferon) in response to chromatin destabilization induced by small molecules in mammalian cells

**DOI:** 10.7554/eLife.30842

**Published:** 2018-02-05

**Authors:** Katerina Leonova, Alfiya Safina, Elimelech Nesher, Poorva Sandlesh, Rachel Pratt, Catherine Burkhart, Brittany Lipchick, Ilya Gitlin, Costakis Frangou, Igor Koman, Jianmin Wang, Kirill Kirsanov, Marianna G Yakubovskaya, Andrei V Gudkov, Katerina Gurova

**Keywords:** chromatin, TRAIN, CBL0137, nucleosome, curaxin, interferons, Human, Mouse

## Abstract

Cellular responses to the loss of genomic stability are well-established, while how mammalian cells respond to chromatin destabilization is largely unknown. We previously found that DNA demethylation on p53-deficient background leads to transcription of repetitive heterochromatin elements, followed by an interferon response, a phenomenon we named TRAIN (Transcription of Repeats Activates INterferon). Here, we report that curaxin, an anticancer small molecule, destabilizing nucleosomes via disruption of histone/DNA interactions, also induces TRAIN. Furthermore, curaxin inhibits oncogene-induced transformation and tumor growth in mice in an interferon-dependent manner, suggesting that anticancer activity of curaxin, previously attributed to p53-activation and NF-kappaB-inhibition, may also involve induction of interferon response to epigenetic derepression of the cellular ‘repeatome’. Moreover, we observed that another type of drugs decondensing chromatin, HDAC inhibitor, also induces TRAIN. Thus, we proposed that TRAIN may be one of the mechanisms ensuring epigenetic integrity of mammalian cells via elimination of cells with desilenced chromatin.

## Introduction

Control of the integrity of genetic information in cells includes the activation of the DNA damage response, DNA-repair pathways and elimination of cells with damaged DNA (reviewed in [Miller, 2010; Wang and Lindahl, 2016]). The control of the integrity of epigenetic information is equally important and critical for the development and function of multicellular organisms, but far less studied. Epigenetic information is stored as chromatin, the highly organized complex of DNA, histone proteins and their chemical modifications (reviewed in [Campos et al., 2014; Miska and Ferguson-Smith, 2016]). Destabilization of chromatin should lead to the dysregulation of the cellular transcriptional program and loss of cell identity. One of the examples that demonstrate the high stability of the cellular epigenome is the well-known, extremely low efficiency of reprogramming of differentiated cells (reviewed [Ebrahimi, 2015; Hussein and Nagy, 2012]). Another example is the absence of one common ‘cancer cell’ phenotype: transcriptome analysis has clearly demonstrated that tumors, including cell lines propagated for years in culture, bear easily identifiable traits of the tissue of origin in their transcriptional program (TCGA data). Nonetheless, we do not know what mechanisms control the stability of chromatin in cells, that is, whether there is any stress response to chromatin destabilization or negative selection against cells that lose epigenetic integrity.

One of the reasons for this deficit was the absence of tools to induce ‘chromatin damage’ without simultaneous introduction of DNA damage. This possibility appeared, when we found anticancer small molecules, known as curaxins, that were able to cause chromatin disassembly in cells in the absence of DNA damage (Gasparian et al., 2011), (Safina et al., 2017). These small molecules were identified in a phenotype-based screening for the ability to simultaneously activate p53 and inhibit NF-kappaB (Gasparian et al., 2011). Our search for the mechanism of action of curaxins resulted in the discovery that curaxins bind DNA via intercalation of the carbazole body accompanied by the protrusion of two side chains into the major groove and a third side chain into the minor groove of DNA. Curaxins have no effect on DNA chemical structure, that is, they do not cause any DNA damage in mammalian cells. However, their binding to DNA changes both the helical shape and flexibility of DNA and reduces its negative charge (Safina et al., 2017).

The structural unit of chromatin in eukaryotic cells is the nucleosome, which consists of a core of positively charged histone proteins wrapped in negatively charged DNA. The stability of the nucleosome is based on the electrostatic interactions between the histones and phosphate backbone of DNA, which are supported by several precise spatially-oriented points of contact between histone amino acids and the base pairs of DNA (Luger et al., 1997). When nucleosomal DNA is unwrapped, histone octamer becomes unstable due to the repulsion of the positively charged histones from each other. Alterations of DNA helical shape, charge and flexibility, caused by curaxins, force DNA to dissociate from the octamer in vitro and in vivo (Safina et al., 2017). At lower concentrations of curaxin CBL0137, DNA is first unfolded from the outer parts of the nucleosome, that is, from H2A/H2B dimers located at both sides of the inner H3/H4 tetramer, which leads to the detachment of the H2A/H2B dimer(s) and exposure of the surface of the H3/H4 tetramer. At higher CBL0137 concentrations, DNA is unwrapped from the inner H3/H4 tetramer, which leads to complete nucleosome disassembly (Safina et al., 2017). At genomic regions where the DNA helix loses histones, it becomes significantly under twisted, which in principle may be alleviated by topoisomerases or free rotation of DNA. However, in cells, free rotation is impossible due to the length of DNA and the binding to multiple proteins. Moreover, topoisomerases cannot cleave DNA in the presence of curaxins (Safina et al., 2017). Under these conditions, the excessive energy of negative supercoiling causes base unpairing and DNA transition from B-DNA into alternative non-B DNA structures. We have shown a massive transition of right-handed B-DNA in cells treated with curaxin CBL0137 into the left-handed Z-DNA form (Safina et al., 2017). Thus, treatment of cells with CBL0137 leads to dose-dependent destabilization and disassembly of chromatin in the absence of DNA damage and, most importantly, of the classical DNA damage response, providing an opportunity to study how a cell reacts to chromatin damage and the role of chromatin perturbations in the anticancer activity of curaxins.The first type of response that we observed in curaxin-treated cells was the activation of p53, a well-known reaction of cells to DNA damage. However, no phosphorylation of p53 N-terminal serines, which are obligatory markers of the DNA damage response, was detected in curaxin-treated cells. Furthermore, there was no activation of DNA-damage-sensitive kinases, such as ATM, ATR, and DNA-PK. Instead, p53 in curaxin-treated cells was phosphorylated at serine 392 by casein kinase 2 (CK2) that formed a complex with the histone chaperone Facilitates Chromatin Transcription (FACT) (Gasparian et al., 2011). FACT consists of two conservative proteins present in all eukaryotes, Suppressor of Ty 16 (SPT16) and Structure Specific Recognition Protein 1 (SSRP1). In basal conditions FACT is involved in transcription elongation (Belotserkovskaya et al., 2003), (Gurova and Studitsky, 2018; in preparation). Human FACT binds poorly intact nucleosomes (Tsunaka et al., 2016), (Safina et al., 2017) however, it may bind histone oligomers via different domains of SSRP1 and SPT16, when they become exposed during transcription (Gurova and Studitsky, 2018; in preparation). FACT binding prevents histone oligomers from dissociating while DNA is transcribed (Belotserkovskaya et al., 2003). We have found that nucleosome disassembly caused by curaxin opens multiple FACT-binding sites, which are normally hidden inside the nucleosome. Chromatin unfolding occurs first in heterochromatic regions, and all cellular FACT is rapidly relocated into these regions and depleted from the nucleoplasm (Safina et al., 2017). We named this phenomenon chromatin-trapping or c-trapping. Although curaxins do not bind and inhibit FACT directly, they cause exhaustion of FACT by trapping it in heterochromatin. Therefore, c-trapping is equivalent to functional FACT inhibition. We also observed that FACT not only binds partially disassembled nucleosomes but also Z-DNA via the CID (c-terminal intrinsically disordered) domain of the SSRP1 subunit (Safina et al., 2017). Importantly, it was already known that the immediate neighboring domain, HMG (high mobility group), also binds non-B DNA, bent or cruciform (Gariglio et al., 1997; Krohn et al., 2003; Yarnell et al., 2001). In all cases of SSRP1 binding to DNA, there is a CK2-mediated signal for p53 activation (Gasparian et al., 2011; Krohn et al., 2003). Therefore, c-trapping may be part of the general response to the destabilization of chromatin and may serve to recruit FACT to the regions of potential nucleosome loss to prevent this loss and to restore chromatin structure.

However, there are many unclear issues within this model. Among the most immediate are two related questions: (i) what are the consequences, besides c-trapping, of nucleosome destabilization and chromatin unfolding in cells? (ii) Are all the effects of curaxins explained by the functional inactivation of FACT? In this study, we tried to answer these questions starting from the comparison of the effects of CBL0137 on transcription. We found that independently of the presence of FACT, CBL0137 activates transcription from heterochromatic regions normally silenced in cells, including centromeric and pericentromeric repeats and endogenous retroviral elements, associated with accumulation of double-stranded RNAs (dsRNA) in cells and activation of the type I interferon (IFN) response. This phenomenon, named TRAIN (Transcription of Repeats Activates INterferon) (Leonova et al., 2013) was observed previously upon DNA demethylation (Chiappinelli et al., 2015; Guryanova et al., 2016; Roulois et al., 2015). Although IFN activation has been traditionally viewed as part of an antiviral defense, TRAIN may present a more general cell response to the problems with chromatin organization in cells or a defense against loss of epigenetic integrity. We proposed that the reason for TRAIN in CBL0137-treated cells may be the direct effect of the drug on nucleosome structure leading to the opening of chromatin.

## Results

### Treatment with CBL0137 changes transcription of genes in FACT-positive and -negative tissues

The effect of CBL0137 on gene expression may be due to its binding to DNA and the unfolding of chromatin or due to the functional inhibition of FACT. To detect the potential FACT-independent effects of CBL0137, we sought to compare gene expression profiles in FACT-positive and -negative cells before and after CBL0137 treatment. All tumor and non-tumor cell lines tested to date express FACT subunits at different levels. The suppression of FACT expression with shRNA resulted in either partial reduction of FACT expression or complete knockdown of FACT in only a fraction of cells, which were quickly overgrown by FACT-positive cells (Carter et al., 2015; Dermawan et al., 2016; Garcia et al., 2013). To overcome this problem, we tested the effect of CBL0137 in vivo in tissues that either naturally express FACT or not. Liver and lung were selected as FACT-negative, and spleen and testis were used as FACT-positive tissues ([Garcia et al., 2011] and Figure 1A). Gene expression in these tissues was compared in mice treated with different doses of CBL0137 24 hr before organ collection. The three doses used represented different degrees of anticancer activity (absent, moderate and strong) with 90 mg/kg being close to the maximal tolerable dose (Figure 1—figure supplement 1A).

**Figure 1.**
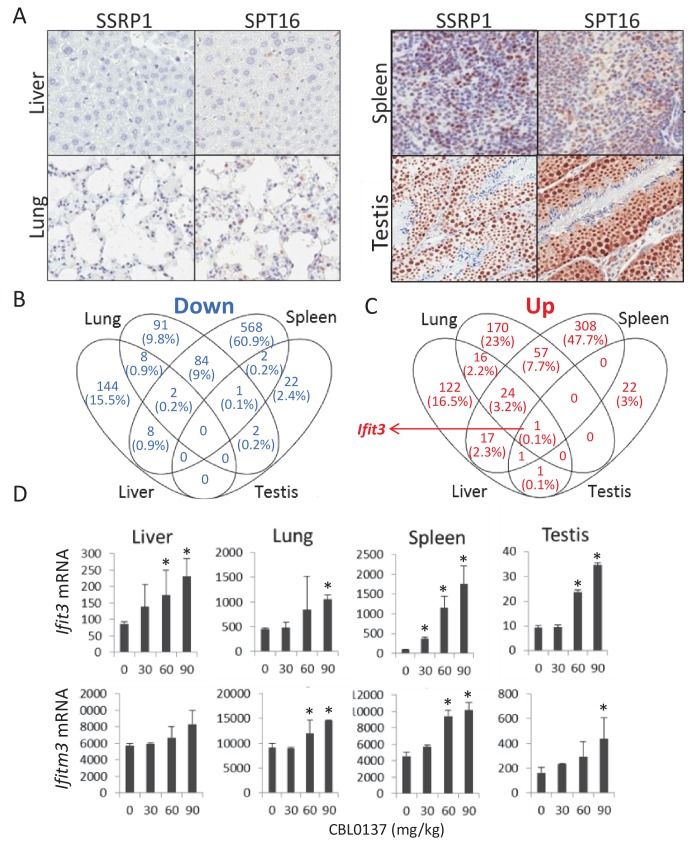
Effect of CBL0137 on transcription of genes in FACT-positive and -negative mouse tissues. (**A**) IHC staining with SSRP1 antibody of liver and lung tissues with no detectable SSRP1 and spleen and testis expressing SSRP1. (**B, C**) Analyses of changes in genes expression in different tissues of mice treated with 30, 60 or 90 mg/kg of CBL0137 using microarray hybridization. Venn diagrams of the lists of genes for which expression was downregulated (**B**) or upregulated (**C**) in response to CBL0137 in different organs in response to any of doses of CBL0137. (**D**) Dose-dependent upregulation of expression of *Ifit3* and *Ifitm3* genes in different organs. Mean normalized value of microarray hybridization signals of two biological replicates ± SD. Asterisks indicate conditions when expression was increased >1.5 folds with p-value<0.05.

**Figure 1—figure supplement 1.**
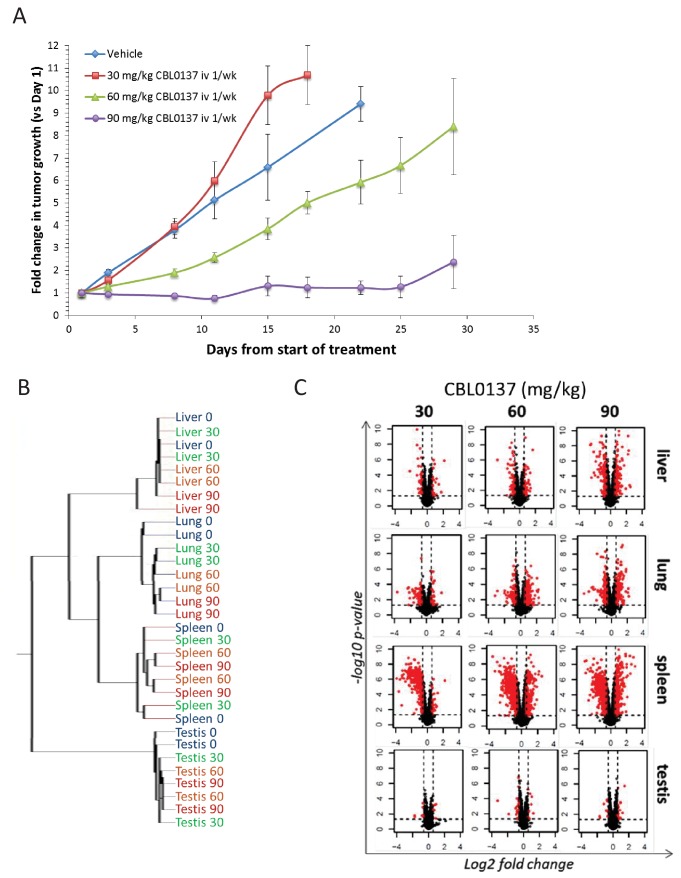
Effects of different doses of CBL0137 in tumor growth and gene expression in mice. (**A**) Change in a volume of subcutaneous HepG2 tumors in SCID mice treated once a week with IV with vehicle (5% dextrose) or 30, 60 and 90 mg/kg of CBL0137 for 4 weeks. (**B**) Dendrogram of gene expression in different organs of mice treated with different doses of CBL0137 IV or control vehicle 24 hr before organ collection obtained using unsupervised hierarchical clustering. (**C**) Volcano plots of changes in gene expression in different organs of mice treated as in B.

Hybridization analysis using mouse Illumina BeadChip array showed that all samples were clustered according to their tissue of origin and dose of CBL0137 (Figure 1—figure supplement 1B). The liver and spleen samples from the vehicle or 30 mg/kg CBL0137-treated mice were grouped together, suggesting little or no effect of this dose on gene expression in the tested organs (Figure 1—figure supplement 1B). Samples from mice treated with 60 and 90 mg/kg CBL0137 were also grouped together (spleen, testis) or close to each other (liver, lung), demonstrating a minimal difference between these doses. Surprisingly, very few genes changed expression in the testis (FACT-positive organ (Figure 1—figure supplement 1C), which may be due to either limited accumulation of the drug in testis as the result of the blood-testis barrier (‘Sertoli cell barrier’ (Mruk and Cheng, 2015) or the specific chromatin structure in most cells of this organ (Wu and Chu, 2008). Maximal changes were observed in the FACT-positive spleen followed by lung and liver (FACT-negative organs) (Figure 1—figure supplement 1C). The changes in gene expression caused by CBL0137 in these FACT-negative tissues suggest a FACT-independent mechanism.

There was almost no overlap in genes downregulated in response to CBL0137 among different organs (Figure 1B, Figure 2—source data 1–6). However, expression of one gene, *Ifit3*, was upregulated in all organs > 1.5-fold with p<0.05 (Figure 1C,D). Expression of another gene, *Ifit3m*, was upregulated in most of organs, but did not reach the formal criterion for upregulation, since its induction in liver was 1.45-fold (Figure 1D). Many transcripts in two or three organs increased similarly in a dose-dependent manner in response to CBL0137 (Figure 1C), suggesting that there may be a common pathway(s) induced by CBL0137 independently of FACT. To identify this pathway(s), we performed gene set enrichment analysis (GSEA) using the Molecular Signature Database (Broad Institute). The interferon (IFN) signaling pathway was upregulated in response to doses above 30 mg/kg in all organs except testis, which was not analyzed due to the low number of upregulated genes (Figure 2A, Figure 2 – Figure Supplement 1 and Figure 2—source data 1–6). The same pathway was ranked first when the list of genes that were upregulated in response to CBL0137 in two or more organs was analyzed (Figure 2B). The transcription factors that regulate genes elevated in response to CBL0137 are STAT1, IRF1, IRF8 and IRF7 (Figure 2C). This analysis suggested that CBL0137 treatment leads to the activation of the IFN response in all tissues independently of FACT expression.

**Figure 2.**
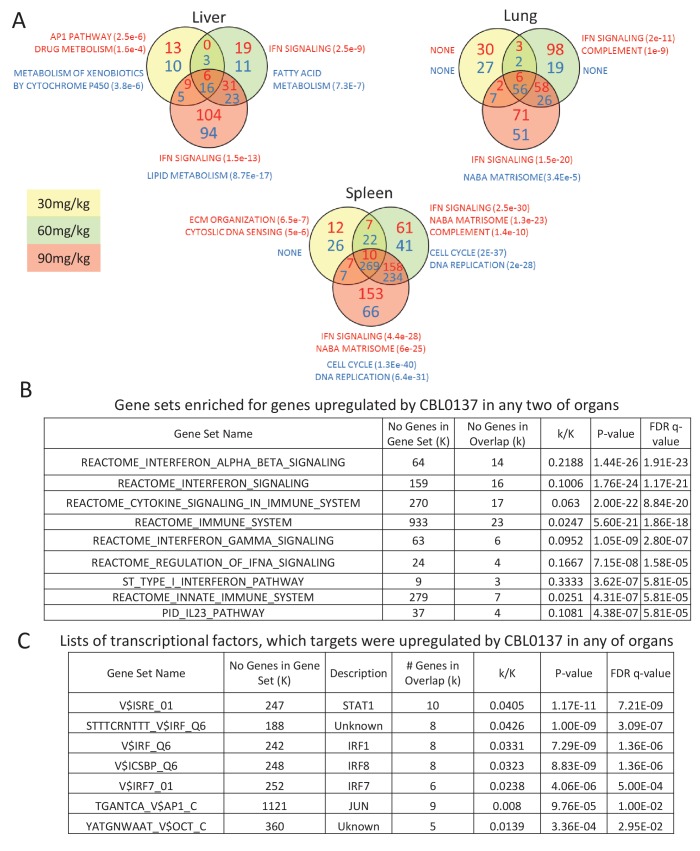
Activation of IFN response is detected in response to CBL0137 in different tissues of mice via GSEA. (**A**) Venn diagrams showing the number of up (red font) or down (blue font) regulated genes in response to CBL0137 together with gene set names enriched for these genes. The p-value of overlap is shown in parentheses. (**B**) GSEA of curated signaling pathways using the list of genes upregulated in two or more tissues in response to any dose of CBL0137. (**C**) GSEA of targets of known transcriptional factors using the list of genes upregulated in any of tissues in response to any of doses of CBL0137. 10.7554/eLife.30842.006Figure 2—source data 1.GSEA analysis of genes downregulated in response to treatment with 30 mg/kg (sheet 1), 60 mg/kg (sheet 2) and 90 mg/kg (sheet 3) of CBL0137 in liver. 10.7554/eLife.30842.007Figure 2—source data 2.GSEA analysis of genes upregulated in response to treatment with 30 mg/kg (sheet 1), 60 mg/kg (sheet 2) and 90 mg/kg (sheet 3) of CBL0137 in liver. 10.7554/eLife.30842.008Figure 2—source data 3.GSEA analysis of genes downregulated in response to treatment with 30 mg/kg (sheet 1), 60 mg/kg (sheet 2) and 90 mg/kg (sheet 3) of CBL0137 in lung. 10.7554/eLife.30842.009Figure 2—source data 4.GSEA analysis of genes upregulated in response to treatment with 30 mg/kg (sheet 1), 60 mg/kg (sheet 2) and 90 mg/kg (sheet 3) of CBL0137 in lung. 10.7554/eLife.30842.010Figure 2—source data 5.GSEA analysis of genes downregulated in response to treatment with 30 mg/kg (sheet 1), 60 mg/kg (sheet 2) and 90 mg/kg (sheet 3) of CBL0137 in spleen. 10.7554/eLife.30842.011Figure 2—source data 6.GSEA analysis of genes upregulated in response to treatment with 30 mg/kg (sheet 1), 60 mg/kg (sheet 2) and 90 mg/kg (sheet 3) of CBL0137 in spleen.

**Figure 2—figure supplement 1.**
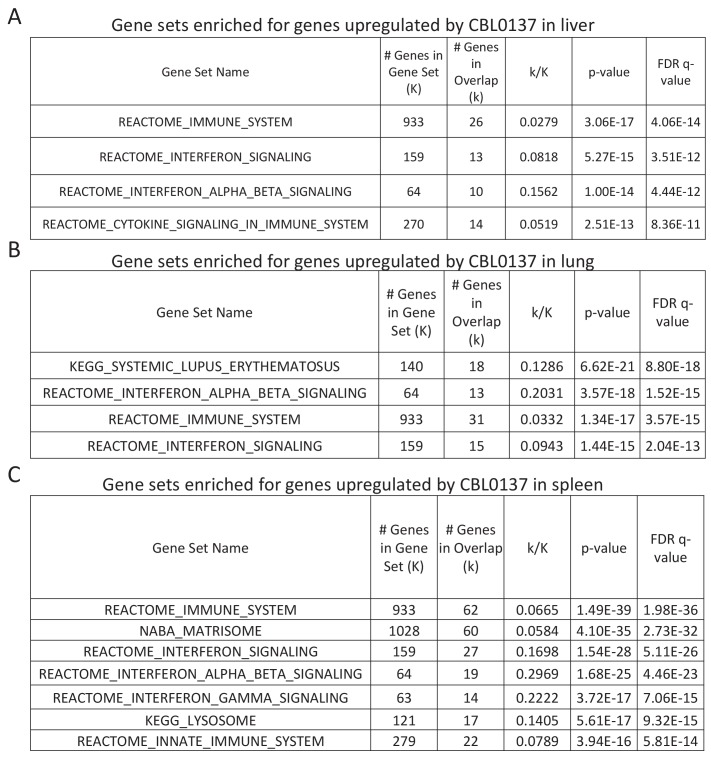
GSEA analysis of genes upregulated in liver (**A**), lung (**B**) and spleen (**C**) of mice treated with CBL0137.

### CBL0137 causes rapid and robust IFN response in mouse tissues

We have shown previously that CBL0137 inhibits NF-kappaB via a FACT-dependent mechanism (Gasparian et al., 2011). Therefore, the activation of the IFN response was an unexpected finding, because the two pathways, NF-kappaB and IFN, have multiple common inducers and regulators (reviewed in [Pfeffer, 2011]). Hence, we confirmed the microarray data using different approaches. We observed an increase in the liver, lung, and spleen of the mRNA level of *Irf7*, a transcription factor whose expression is induced by IFN (Wathelet et al., 1998), following treatment with greater than 30 mg/kg CBL0137 (Figure 3A and Figure 3—figure supplement 1A). The same trend was observed in testis, but it did not reach statistical significance. Activation of the IFN response was confirmed using a second mouse strain by RT-PCR detection of an expanded set of IFN-inducible mRNAs, and at the protein level in spleen using an antibody to ISG49, the protein encoded by *Ifit3* gene (Figure 3B,C, and Figure 3—figure supplement 1B).

**Figure 3.**
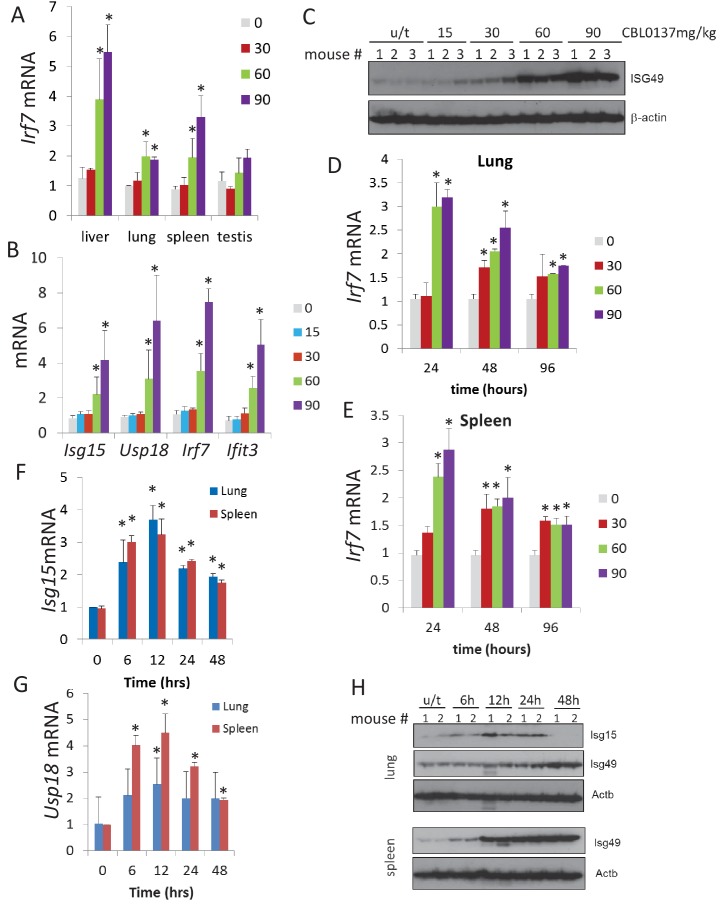
CBL0137 causes increased expression of IFN-responsive genes in different tissues of mice. Quantitation of RT-PCR data (**A, B, D, E, F, G**) shown as fold change upon treatment with different doses of CBL0137 (mg/kg) comparing to vehicle-treated control. Mean values from three mice ± SD. Immunoblotting of mouse plasma (**C**) or tissue lysates (**H**). (**A**) Treatment of C57Bl/6 mice for 24 hr. B and C. Treatment of NIH Swiss mice for 24 hr. D - H. Different time treatment of C57Bl/6 mice. C and H – numbers indicate individual mice in each group. Bars – mean of two or three replicates +SD, asterisk – p<0.05 vs untreated control.

**Figure 3—figure supplement 1.**
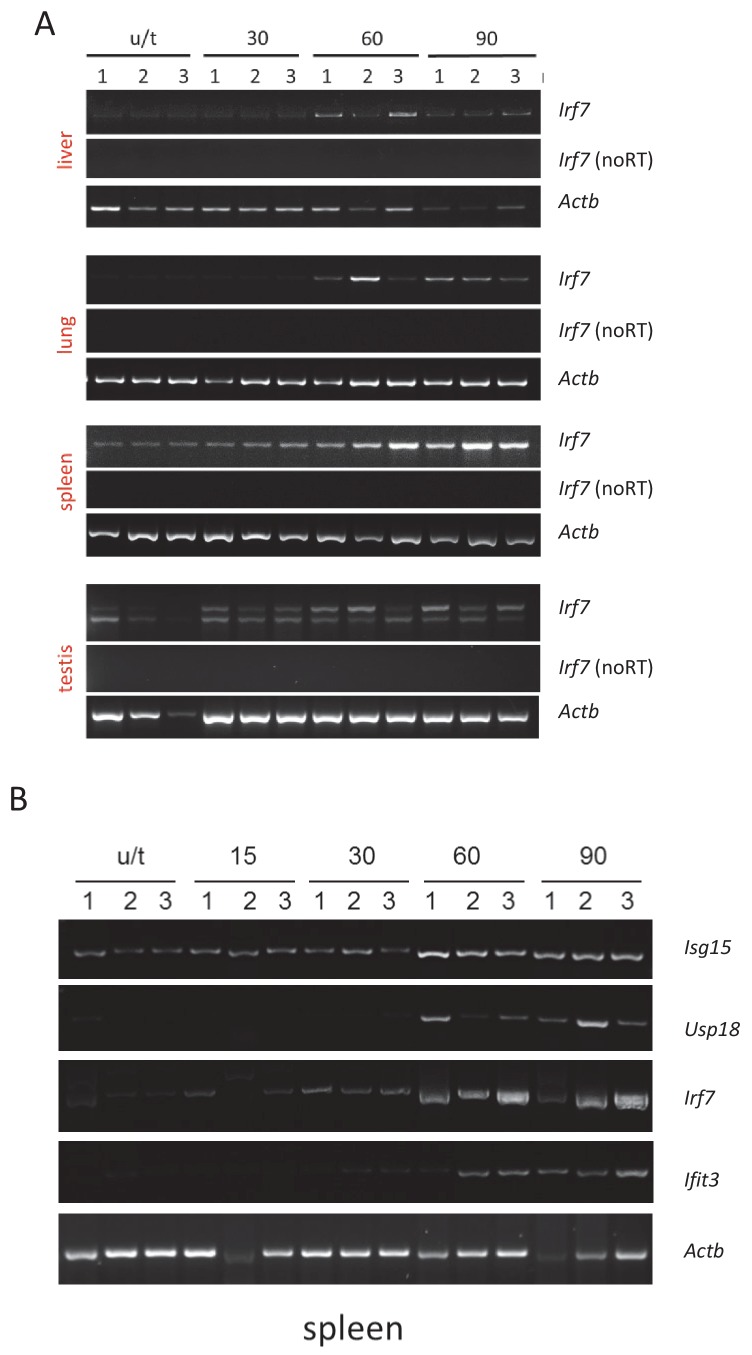
Images of RT-PCR reactions used for quantitation on Figure 3.

**Figure 3—figure supplement 2.**
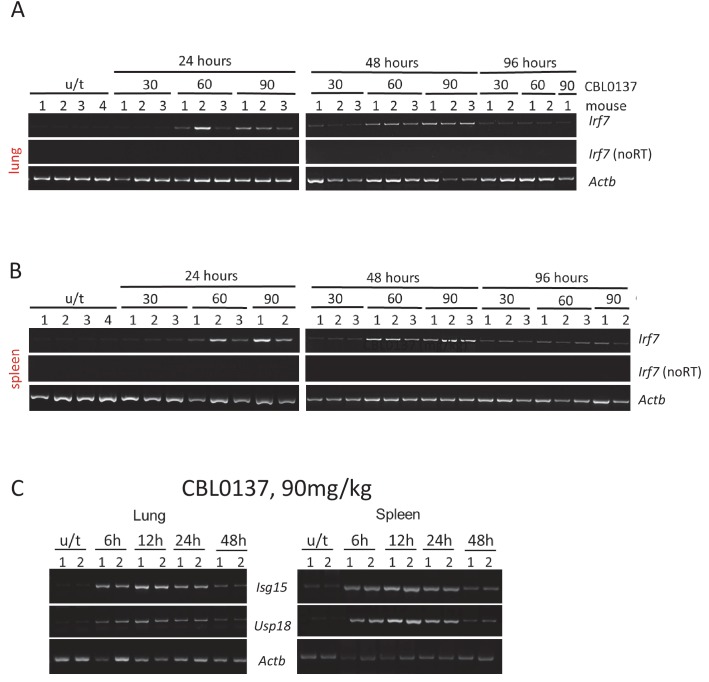
Images of RT-PCR reactions used for quantitation for Figure 3.

There are multiple known inducers of the IFN response, among which are components of viruses (e.g. dsRNA, cytoplasmic DNA), cytokines, DNA damage, and demethylation of genomic DNA (reviewed in [Silin et al., 2009]). Based on the literature, the kinetics of the IFN response are different depending on the inducer, with viral components and cytokines being the quickest (minutes – several hours [Silin et al., 2009]), followed by DNA damage (16–48 hr [Brzostek-Racine et al., 2011]), and demethylating agents (>48 hr [Leonova et al., 2013]). To compare the effect of CBL0137 vis-à-vis these stimuli, we assessed the kinetics of induction of the IFN response after CBL0137 treatment. We first measured *Irf7* mRNA in the spleen and lung of mice treated with three doses of CBL0137 for 24, 48, or 96 hr before organ collection. The peak of induction was already seen at 24 hr following treatment with either 60 or 90 mg/kg CBL0137, while 30 mg/kg showed slower kinetics (Figure 3D,E, and Figure 3—figure supplement 2A,B). Increased levels of two other IFN responsive transcripts, *Isg15* and *Usp18*, were detected as early as 6 hrspost-treatment with 90 mg/kg CBL0137 and reached a peak at 12 hr, then gradually declined (Figure 3F,G, and Figure 3—figure supplement 2C). Similar kinetics were observed at the protein level (Figure 3H). Thus, the CBL0137-induced IFN response is faster than that reported with other small molecules and is closer to the response observed with biologicals.

### Increased expression of IFN-responsive genes induced by CBL0137 is dependent on IFN signaling

Experiments with mice demonstrated that CBL0137 caused a rapid and robust induction of the IFN response in all tissues of mice that were tested. To investigate the mechanism of this phenomenon, we modeled this effect in vitro using normal and tumor cells (mouse and human). We detected an increase in mRNA and protein levels of IFN-inducible genes in both human and mouse fibroblasts (Figure 4A–C). Effect was stronger on p53 null, than in p53 wild-type MEF (Figure 4B,C), as we observed before with DNA demethylating agents (Leonova et al., 2013). However, no induction of IFN-inducible genes was detected in tumor cells of mouse or human origin. Since different components of the IFN response are frequently inactivated in tumors (Kulaeva et al., 2003), we employed a reporter assay that detected an IFN response through the activation of a consensus IFN-sensitive response element (ISRE), which drove the expression of mCherry or luciferase (Imam et al., 1990). We found that this way of assessment of IFN response is more sensitive, since in some tumor cells (e.g. HCT116) even treatment with IFN alpha did not cause induction of *IFIT3*, while ISRE reporter activity was easily detected (Figure 4—figure supplement 1A,B). Using these assays, we observed that CBL0137 also induces an IFN response in both mouse and human tumor cells (Figure 4D,E and Figure 4—figure supplement 1).

**Figure 4.**
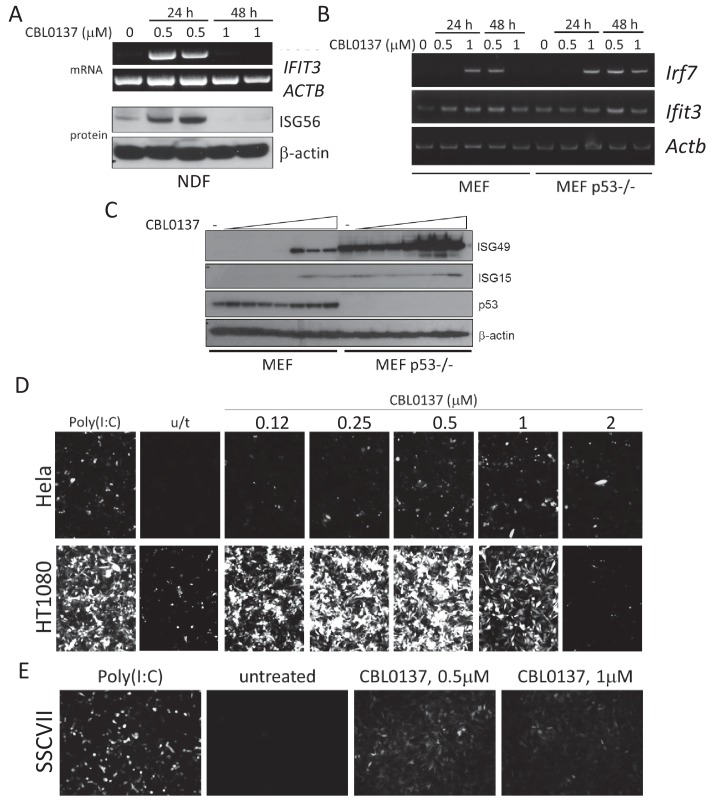
Induction of IFN response in human and mouse cells treated with CBL0137. (**A**) RT-PCR and immunoblotting of mRNA and lysates from human normal diploid fibroblasts (NDF). ISG56 is a product of the human *IFIT3* gene. (**B**) RT-PCR of mRNA from MEF, wild type or *Trp53* (p53) deficient. (**C**) Immunoblotting of lysate of MEF treated with different doses of CBL0137 (0.03–2 μM) for 24 hr. D and E. Microphotographs of human (**D**) or mouse (**E**) tumor cells expressing ISRE-mCherry reporter, treated with different doses of CBL0137 for 48 hr. Poly(I:C) - polyinosinic:polycytidylic acid was used as a positive control for reporter activation at 50 μg/ml.

**Figure 4—figure supplement 1.**
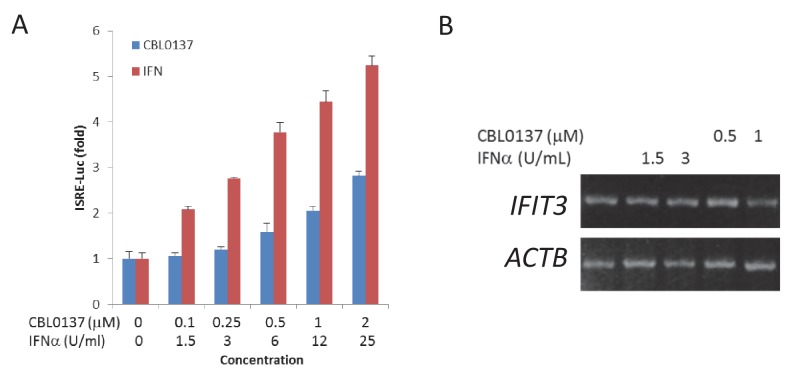
Comparison of the sensitivity of ISRE reporter assay with detection of the transcript of endogenous ISG, *IFIT3* in human tumor cell line HCT116 transduced with lentiviral ISRE-Luc reporter. Cells were treated for 36 hr with indicated doses of IFNα or CBL0137 and then either used for reporter assay (**A**) of for RNA isolation and RT-PCR (**B**).

The next step toward the mechanism of CBL0137-activated IFN response was to establish whether this was, in fact, a response to IFNs, that is, was there an increase in the IFNs level after CBL0137 treatment. However, our attempts to detect IFNs (alpha, beta or gamma) in the plasma of mice treated with CBL0137 or in cell culture medium failed, which may be due to the short half-life, low levels of IFNs even after induction, or both. To overcome this limitation and to test whether the induction of IFN responsive transcription after CBL0137 treatment was due to IFNs, we used cells with different components of the IFN signaling pathway inactivated, such as MEF from mice with a knockout of either the type I IFN receptor (via *Ifnar1*) or *Irf1*, or MEF with shRNA to *Irf7* (transcription factors controlling the expression of IFN-responsive genes in response to IFN). We also used *Trp53* -/- MEF since we have shown previously that the absence of p53 increases IFN signaling in response to dsRNA (Leonova et al., 2013). A deficiency in either *Ifnar1* and *Irf7* reduced or eliminated the induction of *Ifit3* expression after CBL0137, respectively. In contrast, the loss of p53 stimulated the response. There was no effect of *Irf1* knockout (Figure 5A). Similar results were obtained in vivo using spleen from *Ifnar*1-/-, *Irf7*-/- or *Trp53*-/- mice treated with CBL0137 (Figure 5B).

**Figure 5.**
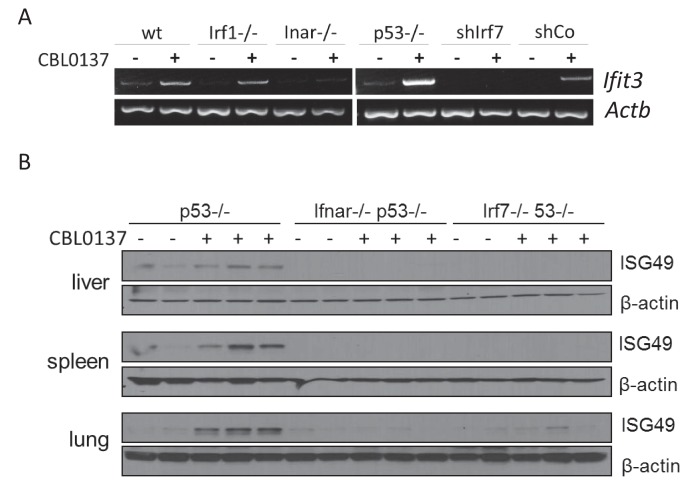
Induction of IFN-responsive gene by CBL0137 depends on IFN signaling. (**A**) RT-PCR of RNA from MEF cells of different genotype or wild type MEF transduced with control shRNA or shRNA to *Irf7* and treated for 24 hr with 0.5 μM of CBL0137. (**B**) Immunoblotting of tissue lysates from mice of different genotypes treated with vehicle control (n = 2 for each genotype) or 60 mg/kg CBL0137 (n = 3) 24 hr before tissue collection.

### CBL0137 treatment leads to transcription of repetitive heterochromatic genomic regions

A known trigger of the IFN response is a viral infection. There are several ways by which cells can detect viral invasion. First, viral dsRNA can be detected by several intra-cellular receptors, such as TLR3, 7 or 8, RIG1, and MDA5 (reviewed in [Unterholzner, 2013]). Additionally, the presence of DNA in the cytoplasm or non-B DNA, such as left-handed Z-DNA, found in some viruses (Nordheim and Rich, 1983) can also be recognized by a cell as a viral infection. In the latter case, the IFN response is activated via Z-DNA-binding protein 1 (ZBP1), also known as the DNA-dependent activator of IFN (DAI) (Takaoka et al., 2007). Importantly, we have recently shown that high doses of CBL0137 caused disassembly of nucleosomes in cells, which led to the extensive negative supercoiling of DNA and a transition from B-DNA into left-handed Z-DNA (Safina et al., 2017). Although this effect was observed at significantly higher CBL0137 concentrations (>2.5 μM) than that which induced an IFN response, we investigated whether the induction of Z-DNA transition by CBL0137 could be responsible for its effect on the IFN response. To do this, we deleted the *ZBP1* gene from HeLa and HT1080 cells using CRISP/Cas9 recombinase and two human ZBP1 gRNAs. The loss of *ZBP1* expression was confirmed by RT-PCR (Figure 6—figure supplement 1A). We compared the effect of CBL0137 on ISRE-mCherry reporter activity in these cells to wild-type cells and cells transduced with control gRNA and observed insignificant changes in the induction of the reporter activity 48 hr after CBL0137 treatment (Figure 6—figure supplement 1B). Importantly, there was no Z-DNA present in the cells treated with CBL0137 doses that caused a robust IFN response as judged by the absence of staining with Z-DNA antibodies (Figure 6—figure supplement 1C). Thus, we concluded that Z-DNA transition induced by CBL0137 does not play role in the induction of IFN response in CBL0137-treated cells.

We next determined whether dsRNA induced an IFN response in CBL0137-treated cells. Using an antibody to dsRNA (Targett-Adams et al., 2008), we observed increased staining in CBL0137-treated cells (Figure 6A,B). One potential endogenous source of dsRNA may be from the transcription of repetitive elements, such as endogenous retroviruses, centromeric, or pericentromeric repeats (Leonova et al., 2013). Transcription of these elements may be enhanced as a result of nucleosome destabilization and chromatin unfolding caused by CBL0137. Short Interspersed Nuclear Element (SINE) retrotransposons constitute one of the main components of the genomic repetitive fraction (Kramerov and Vassetzky, 2011). Hence, we first tested whether transcription of B1 SINE is increased upon CBL0137 treatment using northern blotting. In samples of untreated MEFs, binding of the B1 probe was detected for a number of different length transcripts, possibly due to the presence of B1 repeats within the introns of multiple mRNAs. After CBL0137 treatment, a single lower molecular weight band appeared that was strongly bound by the B1 probe and was similar in size and abundance to the band in cells treated with the positive control (5-aza-cytidine (5-aza)) (Figure 6C). 

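Total RNA was depleted of ribosomal RNA and made into strand-specific libraries (TruSeq Stranded Total RNA kit with Ribo-Zero), so that the strand of each transcript is known, and was sequenced on a HiSeq 2000. The samples were wild-type MEF (mouse embryonic fibroblasts) left untreated (n = 2) or treated with 1 µM CBL0137 for 24 hr (n = 2), Trp53-/- MEF left untreated (n = 1) or treated in the same way (n = 1), and lungs of 7-week-old mice given vehicle (n = 2) or 60 mg/kg CBL0137 (n = 2) 24 hr earlier. The labels call the lung mice female in one place and male in another, and the paper's methods do not settle it. The files analysed here are of 2 kinds. The first holds, for each library, the number of reads the authors counted on each gene, without normalization. The second is the table of Figure 6—source data 1, with the number of reads the authors assigned to each of 290 repeat types. Between 1458258 and 51320983 reads per library entered the gene count files: 17084403 and 17745223 for untreated wild-type MEF, 8158334 and 23723730 for treated wild-type MEF, 18165033 and 1458258 for vehicle-treated lung, 17926015 and 22443724 for CBL0137-treated lung, and 21852651 and 51320983 for untreated and treated Trp53-/- MEF. Only 0.789% to 1.156% of them were counted on genes, from 16579 to 538717 reads per library, and nearly all others were listed as lying on no gene. The counted reads lay mostly in genes that share exon sequence with a gene on the other strand, so the gene counts are not used here as the expression of the genes they are listed under. The repeat table holds 10409 to 88082 reads per library. 1 of its untreated wild-type MEF libraries (number 5517) has no gene count file here, and 1 untreated wild-type MEF library with a gene count file (number 17) is not in the table. The share of a repeat type in all repeat reads of its library was compared between treated and untreated libraries with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the repeat types with at least 10 reads. A share rises or falls with the other repeat types, so the choice of library size could change these numbers.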

To determine whether other transcripts that can form dsRNAs appear in cells treated with CBL0137, we performed RNA-sequencing (RNA-seq) analysis using total RNA from wild-type and *Trp53*-/- MEF treated with CBL0137 in vitro or lungs from mice collected 24 hr after treatment with 60 mg/kg CBL0137 in vivo. This analysis demonstrated a significant increase in the number of transcripts corresponding to several classes of endogenous viruses as well as GSAT (pericentromeric) and SATMIN (centromeric) repeats in cells (Figure 6D, Figure 6—figure supplements 1 and Figure 6—source data 1). 

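In untreated wild-type MEF, reads on GSAT (listed as GSAT_MM), the major satellite repeat of pericentromeric heterochromatin, made up 1.411% ± 0.09324 (SD, n = 2) of repeat reads, and in CBL0137-treated wild-type MEF 7.692% ± 1.911 (SD, n = 2). The log2 fold change of the share was 2.443 (standard error 0.1332, adjusted p = 3.258e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The read numbers behind it were 222 and 140 in the untreated libraries and 2551 and 1336 in the treated ones. SATMIN, the minor satellite of centromeres, had 2 and 3 reads in the untreated libraries and 8 and 13 in the treated ones, a log2 fold change of 1.096 (standard error 0.6159, adjusted p = 0.3827 from the same edgeR test), which was not distinguishable from no change at this depth. With 1 library left out in turn, the SATMIN log2 fold change ranged from 0.5138 to 1.646. In Trp53-/- MEF, which have 1 library per treatment and hence no replicate check, the GSAT share was 2.026% (95% Wilson interval 1.804 to 2.275) without treatment and 19.59% (19.33 to 19.86) with CBL0137, a log2 ratio of 3.273. The SATMIN share there went from 0.01447% (0.003969 to 0.05276; 2 reads) to 0.2418% (0.2115 to 0.2765; 213 reads), a log2 ratio of 4.062. Among endogenous retroviruses in wild-type MEF, the long terminal repeat RLTR4_MM had a higher share after treatment, 1.006% ± 0.04065 against 0.4331% ± 0.05546 (SD, n = 2 each), with a log2 fold change of 1.2 (standard error 0.1761, adjusted p = 6.341e-06 from edgeR). MERVL had 8.101% ± 1.967 against 6.937% ± 0.2984, a log2 fold change of 0.2227 that did not pass edgeR's test (adjusted p = 0.2953). The MMERVK10C share in Trp53-/- MEF (no replicates) went from 1.556% (95% Wilson interval 1.363 to 1.776) to 5.207% (5.062 to 5.355), a log2 ratio of 1.743, and the MERVL share from 6.397% (6.001 to 6.818) to 9.387% (9.196 to 9.581), a log2 ratio of 0.5531. The shares of these types did not rise in every group. MMERVK10C had log2 fold changes of -0.2344 in wild-type MEF (adjusted p = 0.489, edgeR) and -0.3255 in lung. RLTR4_MM had a log2 ratio of 0.05809 in Trp53-/- MEF. In lung the log2 fold change was -0.5654 for RLTR4_MM and -0.2313 for MERVL (adjusted p = 0.9016 for all 3 types in lung, edgeR). In wild-type MEF, 2 repeat types in all had a higher share and 9 a lower share at an adjusted p below 0.05. The largest decreases were in IAPEY4_LTR (log2 fold change -2.826, adjusted p = 7.295e-06), IAPEY4_I (-2.471, adjusted p = 6.047e-16) and ETNERV (-2, adjusted p = 0.01438), all from edgeR. Of the alternatives set before the files arrived, the one that moved the GSAT value most took gene counts as the library size, which raised it to 3.83 but left it short of the threshold (adjusted p = 0.9603) with 1 untreated library fewer.

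**Figure D1:**
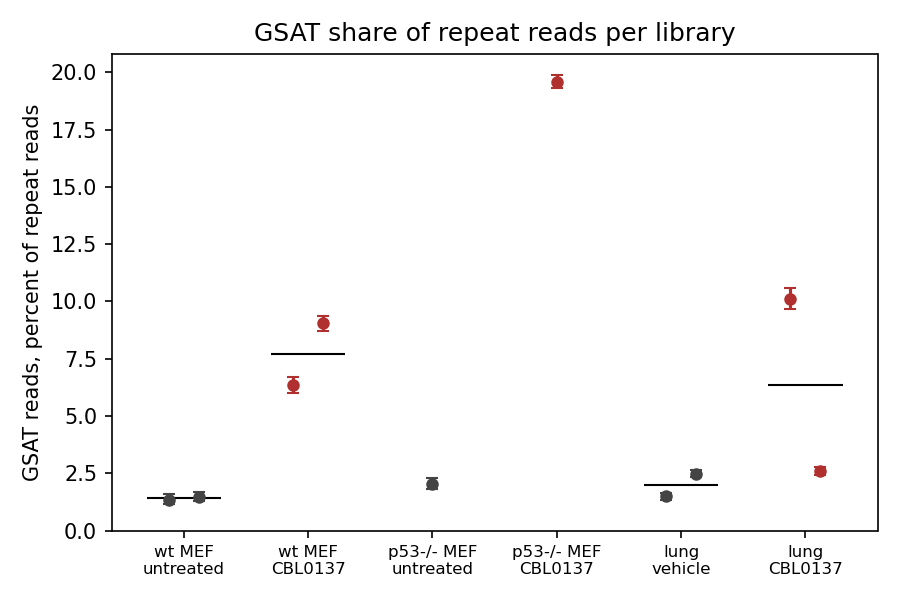
Reads on GSAT as percent of all repeat reads, with 1 point per library and its 95% Wilson interval, by genotype or tissue and treatment; horizontal lines are means of 2 libraries. In wild-type MEF the treated libraries lie at 9.043% and 6.34%, above the untreated ones at 1.477% and 1.345%, while in lung the treated libraries lie at 10.12% and 2.592%.

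From the increase of these reads in treated cells, the paper concludes that transcripts of endogenous viruses and of pericentromeric and centromeric repeats became more abundant.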

These data suggest that treatment with CBL0137 leads to the activation of the transcription of heterochromatic regions, which are not or minimally transcribed under basal conditions.

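Before treatment, GSAT had 222 and 140 reads in the untreated wild-type MEF libraries, 280 in the untreated Trp53-/- MEF library, and 875 and 365 in the vehicle-treated lungs. SATMIN had from 1 to 9 reads in the same 5 libraries. At this depth 3 reads correspond to between 0.0085% and 0.0288% of repeat reads, so that the SATMIN shares of untreated wild-type MEF, 0.0133% (95% Wilson interval 0.003649 to 0.0485) and 0.02882% (0.009802 to 0.08471), lie close to the smallest share that can be seen. The LINE1 type L1_MM was abundant before treatment, with 31.47% ± 0.3276 (SD, n = 2) of repeat reads in untreated wild-type MEF, and its share after treatment was 32.51% ± 0.9716 (log2 fold change 0.04683, adjusted p = 0.7642 from edgeR's quasi-likelihood test). The wild-type GSAT increase stayed between 2.155 and 2.668 on the log2 scale when each library was left out in turn. The paper proposes from its sequencing data that CBL0137 activates heterochromatic transcription, in regions it describes as silent or nearly so without treatment.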

**Figure 6.**
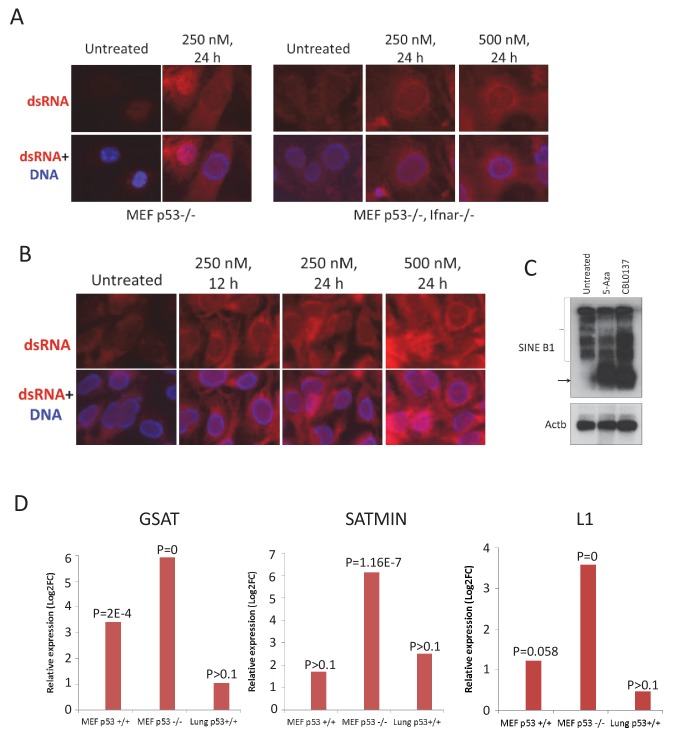
Elevated presence of double-stranded RNA in cells and tissues of mice treated with CBL0137. Immunofluorescent staining of MEF (**A**) and human HT1080 (**B**) cells with antibody to dsRNA (red) and Hoeschst (blue). (**C**) Northern blotting of RNA from MEF (*Trp53*-/-) treated with either 5-Aza for 72 hr or CBL0137 for 48 hr and hybridized with B1 or *Actb* probes. (**D**) Increase in transcripts corresponding to major (GSAT) or minor (SATMIN) satellites or LINE1 in MEF cells or lung tissue of mice treated with either 1 μM or 60 mg/kg of CBL0137 for 24 hr. Bars are relative increase of the transcripts abundance in treated versus untreated samples. p=FDR corrected p-value (see Materials and methods for details). 10.7554/eLife.30842.020Figure 6—source data 1.Analysis of expression of repetitive elements in control and CBL0137 treated wild type of *Trp53*-/- MEF cells of lungs of wild-type mice via RNA-seq.

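In lung, the GSAT share was 1.982% ± 0.6954 (SD, n = 2) after vehicle and 6.355% ± 5.321 (SD, n = 2) after CBL0137, a log2 fold change of 1.676 (standard error 0.7111, adjusted p = 0.9016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was smaller than the spread between the treated lungs, whose shares were 10.12% (1790 reads) and 2.592% (759 reads). SATMIN had 9 and 1 reads after vehicle and 51 and 16 after CBL0137, a log2 fold change of 3.297 (standard error 1.126, adjusted p = 0.9016). For LINE1 the table lists several types. L1_MM, with 5226 to 10586 reads per lung, had log2 fold changes of 0.04683 in wild-type MEF (adjusted p = 0.7642), -0.3192 in Trp53-/- MEF (no replicates) and 0.05419 in lung (adjusted p = 0.9016). L1MM_F, with at most 11 reads in any library, had log2 fold changes of 0.6092 in wild-type MEF (standard error 0.7602, adjusted p = 0.7642), 1.851 in Trp53-/- MEF (0 against 11 reads, with 0.5 added to both) and 0.9074 in lung (standard error 0.5835, adjusted p = 0.9016). All adjusted p-values come from the same edgeR test. Leaving out 1 treated lung changed GSAT most among fits on repeat reads: the log2 fold change was 0.3805 without library 28 and 2.344 without library 29. SATMIN without library 29 was 4.093. These fits have 1 treated lung, so their spread comes from the vehicle lungs alone and no test result is drawn from them. With gene counts as the library size, the GSAT value was -2.069 (adjusted p = 0.452).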

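The table of Figure 6—source data 1 lists 290 repeat types named as in Repbase, a database of consensus sequences of repeats. For each library it gives total reads, unique reads and an RPKM whose denominator is the sum of the library's repeat reads, and for each group a fold change with its p-value and FDR-corrected p-value. In its sign convention a negative fold change is a rise after CBL0137. By the paper's FDR-corrected p-values, 4 types were higher and 6 lower in treated wild-type MEF, 0 higher and 1 lower in treated lung, and 4 higher and 20 lower in treated Trp53-/- MEF. From the same read numbers, edgeR's quasi-likelihood test gave 2 higher and 9 lower types in wild-type MEF, and 0 higher and 0 lower in lung. With TMM normalization across repeat types, 4 were higher and 4 lower in wild-type MEF. Repeat reads numbered 15032 and 10409 in untreated and 28209 and 21071 in treated wild-type MEF, 35367 and 24487 in vehicle-treated and 17693 and 29279 in CBL0137-treated lung, and 13818 and 88082 in untreated and treated Trp53-/- MEF.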

**Figure 6—figure supplement 1.**
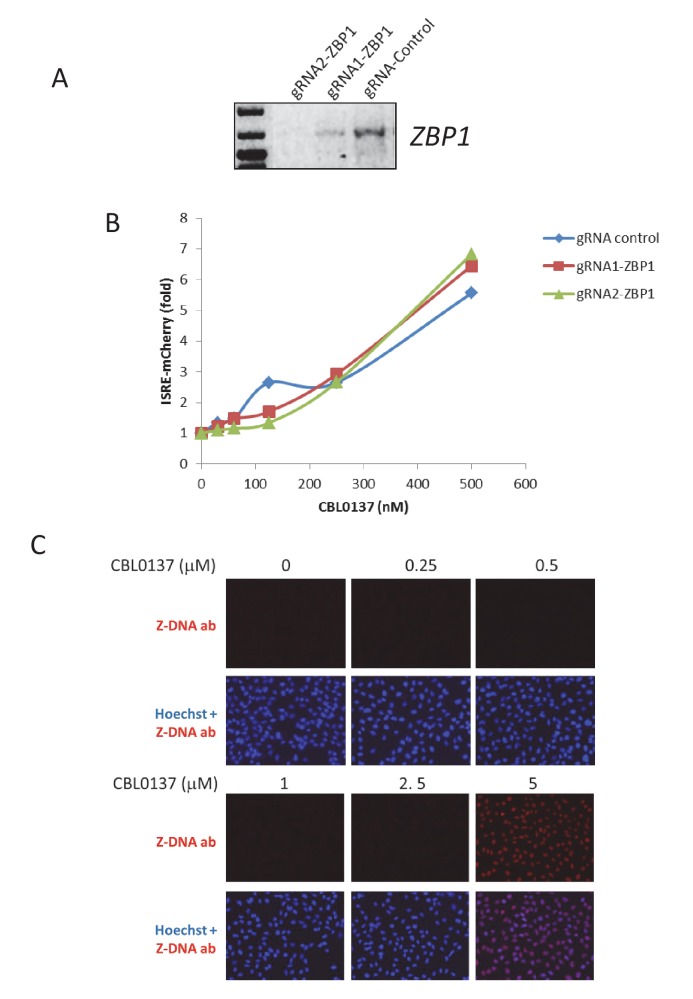
INF induction by CBL0137 does not depend on ZBP1. (**A**) RT-PCR with primers to ZBP1 of mRNA from Hela cells in which *ZBP1* gene was inactivated with CRISP-Cas9 recombinase. Two different gRNA to *ZBP1* and one control were used. (**B**) Fluorescent intensity of ISRE-mCherry reporter in Hela cells control or with inactivated ZBP1 treated with CBL0137 for 48 hr. (**C**) Immunofluorescent staining of Hela cells treated with CBL0137 for 1 hr with antibody to Z-DNA (red) or Hoechst (blue).

### Opening of chromatin is accompanied by TRAIN

CBL0137 may induce transcription of genomic regions that are silenced at physiological conditions via several different mechanisms. Loss of FACT via c-trapping may lead to activation of silenced transcription since mutations of FACT subunits in yeast causes transcription from cryptic sites that are covered by nucleosomes in basal conditions (Mason and Struhl, 2003), (Jamai et al., 2009). FACT is also important for chromatin assembly at centromeres (Okada et al., 2009; Prendergast et al., 2016). We observed the induction of the IFN response in organs that lacked FACT (lung and liver). However, the absence of FACT in these tissues does not exclude the role of FACT in the prevention of the response. Nevertheless, it was clear that there are FACT-independent effects of CBL0137 on transcription.

Opening or disassembly of nucleosomes due to CBL0137 binding to DNA may increase accessibility of DNA to RNA Polymerase (RNAP) II. To see whether CBL0137 can induce transcription of a reporter silenced due to chromatin condensation, we used HeLa-TI cells (Poleshko et al., 2010; Shalginskikh et al., 2013), which contain an integrated avian sarcoma virus genome with a silenced green fluorescent protein (GFP) gene. Under basal conditions, GFP is expressed in very few cells. However, the opening of chromatin using the HDAC inhibitor trichostatin A (TSA) activates GFP expression in a significant proportion of cells (Figure 7A). An increase in the proportion of GFP-expressing cells was also observed after CBL0137 treatment (Figure 7A).

**Figure 7.**
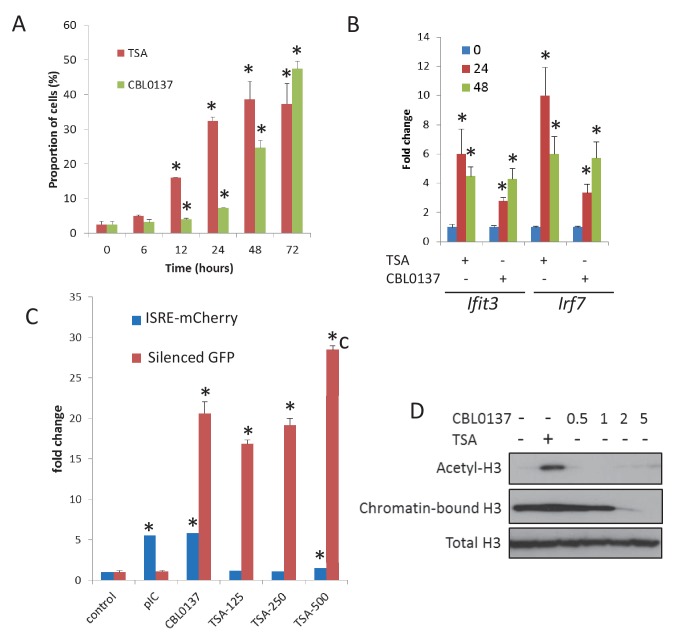
Chromatin opening is accompanied by TRAIN. (**A**) Increase in the proportion of cells expressing GFP from silenced viral promoter in Hela cells treated with either TSA (250 nM) or CBL0137 (500 nM). (**B**) Changes in the abundance of *Ifit3* and *Irf7* mRNAs in MEF treated with 500 nm of TSA or CBL0137 for 24 or 48 hr. Quantitation of RT-PCR, mean of two experiments ± SD. All changes are significant versus untreated control (p<0.05). (**C**) Change in the proportion of Hela-TI-ISRE-mCherry cells positive for mCherry and GFP after 48 hr treatment with 10 μg/ml of polyI-C (pIC), 500 nM of CBL0137 or 125–500 nM of TSA. (**D**) Immunoblotting of extracts of Hela cells treated with TSA (200 nM) or different doses of CBL0137 (μM) for 24 hr. Acetyl H3 and total H3 were detected in total nuclear extracts, chromatin bound H3 - in chromatin pellet, washed from nucleoplasm with 450 mM NaCl buffer. Bars are mean of two replicates ± SD. Asterisk - p<0.05 vs untreated control.

**Figure 7—figure supplement 1.**
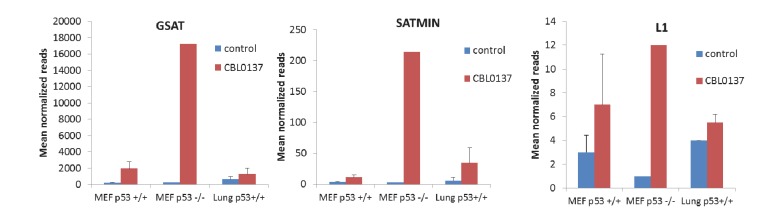
Abundance of transcripts corresponding to major (GSAT) or minor (SATMIN) satellites or LINE1 per millions of reads of RNA-seq of total RNA from MEF cells from *Trp53* wild type (p53+/+) or *Trp53-*null (p53-/-) mice or lung tissue of *Trp53* wild-type mice treated with eith*er* 1 μM or 60 mg/kg of CBL0137 for 24 hr.

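Divided by all reads in the gene count file of the same library, GSAT had 8.195 reads per 1000000 in untreated wild-type MEF (1 library with both kinds of file) and 107.5 and 163.8 in the treated libraries. In Trp53-/- MEF it had 12.81 reads per 1000000 without and 336.3 with CBL0137 (no replicates). In lung it had 600 and 20.09 after vehicle and 99.85 and 33.82 after CBL0137. The value of 600 belongs to library 27, whose gene count file holds 1458258 reads, fewer than that of any other library. SATMIN had 0.1756 reads per 1000000 in untreated wild-type MEF and 0.3372 and 1.593 in treated ones, and 0.09152 and 4.15 in untreated and treated Trp53-/- MEF. For L1MM_F the corresponding values were 0.05853, then 0.3794 and 0.3677 in wild-type MEF, and 0 and 0.2143 in Trp53-/- MEF. In lung SATMIN had 6.172 and 0.05505 after vehicle and 2.845 and 0.7129 after CBL0137. L1MM_F had 2.057 and 0.1652 after vehicle and 0.2231 and 0.2228 after CBL0137 in lung. The higher vehicle value of each type is that of library 27, and the lower lies below both treated values. With these totals as library size in edgeR's quasi-likelihood test, a setting chosen after the files were seen, the log2 fold change of GSAT in wild-type MEF was 4.047 (adjusted p = 0.6859) and in lung -2.213 (adjusted p = 0.4276).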

Next, we tested whether chromatin opening by HDAC inhibition will be accompanied by TRAIN. We treated MEF and HeLa-TI cells with TSA or CBL0137 and monitored the activation of IFN signaling by RT-PCR in MEF or ISRE-mCherry reporter in Hela-TI cells (Figure 7B,C). In MEF cells, both TSA and CBL0137 induced expression of *Ifit3* and *Irf7* genes (Figure 7B), while in HeLa-TI cells, the robust induction of ISRE reporter was evident only after CBL0137 treatment. TSA caused only a weak increase in ISRE reporter activity (1.5 folds versus >5 folds for CBL0137) only at the highest concentration (500 nM, Figure 7C) when evidence of toxicity was present. At the same time, the degree of activation of the silenced GFP in HeLa-TI cells was similar for TSA and CBL0137 (Figure 7C).

Importantly, although GFP expression was increased by both agents, the mechanisms of chromatin opening were different for TSA and CBL0137. As expected, TSA treatment caused an increase in acetylated histone H3 levels, while CBL0137 decreased the amount of chromatin-bound histone H3 (Figure 7D). However, as we saw previously (Safina et al., 2017), substantial loss of core histones (i.e. chromatin disassembly) was observed with approximately 5 μM CBL0137, which is much higher than the concentrations at which we observed TRAIN (0.5–1 μM). We proposed that nucleosome ‘opening,’ that is, the state of loose contact between the DNA and histone core without loss of histones from the core (proposed in the review [Zlatanova et al., 2009]), may be enough to create conditions for TRAIN. Namely, no nucleosome disassembly or dissociation of nucleosome parts is needed. Although there is no clear definition of an opened and a closed nucleosome state, the closed nucleosome in cells is additionally ‘locked’ by the linker histone H1 (Syed et al., 2010; Zhou et al., 2013). Thus, we investigated how the distribution of H1 is changed upon treatment with CBL0137 using imaging of live cells that express m-Cherry-tagged histone H1.5. CBL0137 treatment led to a redistribution of H1.5 from the chromatin to the nucleoli, similarly to the effect of CBL0137 on core histones (Safina et al., 2017) but this phenomenon was observed at a faster and at much lower CBL0137 concentrations (Figure 8A,B). TRAIN in CBL0137-treated cells was observed at the same concentration range as redistribution of histone H1 and before the disassembly of the nucleosome core, suggesting that nucleosome opening is sufficient to allow the transcription of heterochromatic regions in cells. Thus, we observed the presence of TRAIN using different chromatin modifying agents; however, its degree depends on cell type and the mode of chromatin opening.

**Figure 8.**
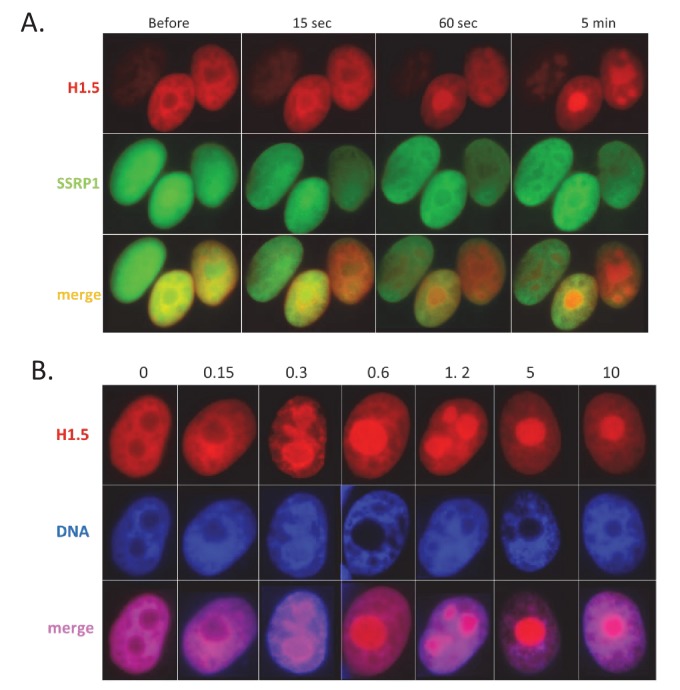
CBL0137 treatment leads to displacement of histone H1. Live cell imaging of HT1080 cells expressing mCherry-tagged H1.5 and GFP-tagged SSRP1. (**A**) Images of nuclei of the same cells at different moments after addition of 1 μM CBL0137 to cell culture medium. (**B**) Images of nuclei of cells treated with different concentrations of CBL0137 (μM) for 1 hr.

### TRAIN induced by CBL0137 impacts anti-cancer activity of CBL0137

We have previously shown that administration of CBL0137 to tumor prone mice prior to tumor onset significantly reduced the incidence of cancer and diminished the occurrence of aggressive forms of breast cancer (Koman et al., 2012). We explained this effect by the fact that CBL0137 inhibited NF-kappaB and activated p53, both well-established mechanisms of cancer prevention (rev. in [Athar et al., 2011] and [Lin et al., 2010]). However, activation of IFN may be an additional mechanism to eliminate transformed cells, because they are more sensitive to IFN-mediated apoptosis than normal cells (reviewed in [Parker et al., 2016]). To test this hypothesis, we used p53-negative MEF (to eliminate the effect of p53 activation) with a functional or disabled IFN response via knockout of *Ifnar1* (Picaud et al., 2002). MEF cells have almost no basal NF-kappaB activity. Both cell types were transduced with a lentiviral construct for the expression of the mutant H-Ras^V12^ oncogene. Forty-eight hours after lentiviral transduction, cells were treated with a low dose of CBL0137 for an additional 48 hr and then left to grow in drug-free medium. After 10 days, the number of transformed foci was significantly reduced in cells treated with CBL0137 compared to untreated cells, but only if the cells had functional IFN receptor (*Ifnar1*+/+, Figure 9A). Thus, TRAIN may be an additional mechanism by which CBL0137 exerts its tumor preventive effect.

**Figure 9.**
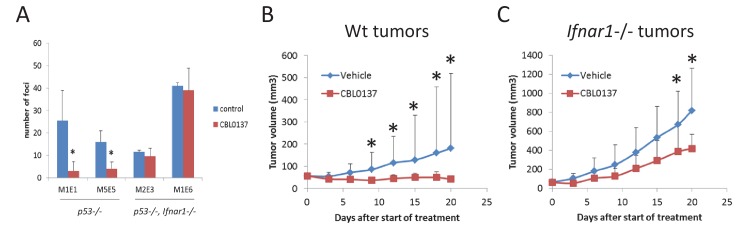
Input of IFN response into anti-cancer activity of CBL0137. (**A**) Treatment of cells transduced with H-Ras^V12^ with CBL0137 leads to the reduction in the number of transformed foci in Ifnar-dependent manner. MEF of different background were transduced with lentiviral Hras^V12^ followed by treatment with 250 nM CBL0137 for 48 hr. Number of foci was detected on day 10 after transduction. Cultures from two embryos of each genotype were used. Mean of two replicates ± SD. * - p<0.05. B-C. Effect of CBL0137 on the growth of wild type (wt) (**B**) of *Ifnar1*-/- (**C**) transformed MEF in *Ifnar1-*/- mice. Group of five mice of each genotype were treated with vehicle of 70 mg/kg of CBL0137 once a week for 3 weeks. Mean tumor volume + SD. Asterisk – p<0.05 between CBL0137 and vehicle-treated groups.

To evaluate the impact of TRAIN in the anticancer activity of CBL0137, we inoculated H-Ras^V12^-transformed MEF, wild type or *Ifanr1*-/-, into *Ifanr1*-/- mice. When tumors reached the size of 50 mm^3^, we treated these mice with CBL0137 once a week for 3 weeks. Wild type tumors did not grow at all since the start of treatment, while *Ifanr1*-/- tumors continued growing, albeit slower than vehicle treated tumors (Figure 9B,C). Thus, induction of IFN response by CBL0137 is an important component of the anticancer activity of CBL0137.

## Discussion

Our study describes the consequences of chromatin destabilization caused by small molecule binding to DNA. CBL0137 was identified in a cell-based screen, and some of its effects, such as activation of p53 and inhibition of NF-kappaB, functional inactivation of FACT, and higher toxicity to tumor than normal cells, were already described (Gasparian et al., 2011), (Barone et al., 2017; Carter et al., 2015; Dermawan et al., 2016). However, recently, we demonstrated that binding of CBL0137 to DNA destabilizes nucleosomes in vitro and in vivo, leading to histone eviction and chromatin decondensation in cells (Safina et al., 2017). Since CBL0137 does not cause chemical DNA modifications and has no effect on transcription and replication of naked DNA in vitro at the concentrations used in this study, this creates a unique situation to assess how ‘chromatin damage’ influences transcription.

First, we would like to define here ‘chromatin damage’ as a change in the original chromatin composition that is artificially induced by a drug or other experimental manipulations. In the case of CBL0137, this occurs most probably in a few continuous phases (Figure 10). At lower concentrations of CBL0137 (<1 μM in cells), the nucleosome ‘opens,’ loses the linker histone H1 without dissociation or loss of core histones. At higher CBL0137 concentrations (1–5 μM), dimer detachment occurs with occasional loss of core histones. We clearly saw this stage in vitro as the appearance of hexasomes (Safina et al., 2017). At CBL0137 concentrations greater than 5 μM, the nucleosome is disassembled, and core histones are evicted from the chromatin. This sequence of events is in line with the reversibility of the toxic effects of CBL0137. Indeed, after a short incubation with <1 μM CBL0137, the drug can be washed from the cells with almost no harm to the cells; cells incubated with 1–3 μM CBL0137 for no more than 1 hr survive with some loss of viability. However, treatment with >5 μM CBL0137 for more than 15 min leads to complete cell death after 48 hr, which is in line with the complete disassembly of chromatin (Figure 10B). An important and completely unknown question is what causes cell death upon loss of chromatin integrity.

**Figure 10.**
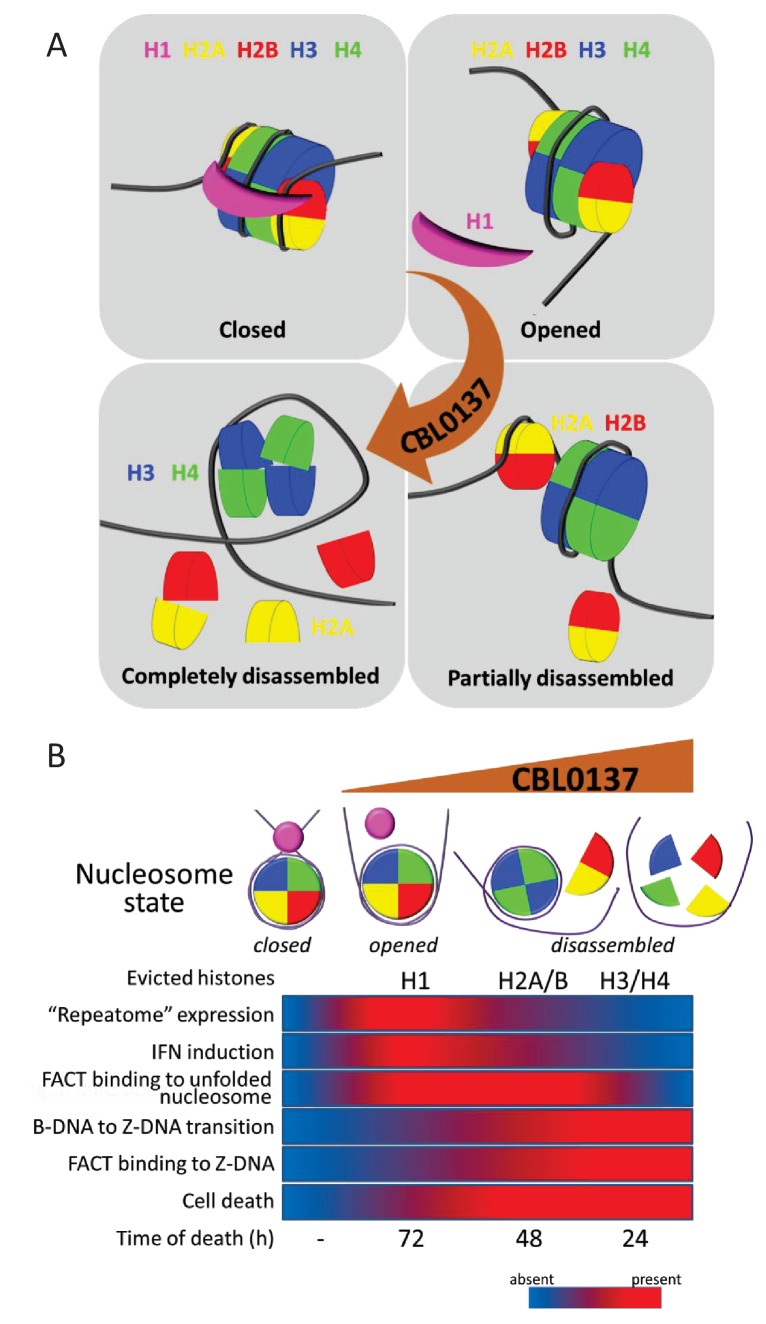
Proposed scheme of nucleosome states in the absence and presence of increasing concentrations of CBL0137 (**A**) and associated biological processes in cells (**B**).

Other cellular ‘responses’ to CBL0137 treatment are also aligned with a gradual change in nucleosome organization. The first cellular factor that we found, ‘reacting’ to the problems with chromatin packaging in CBL0137-treated cells, was histone chaperone FACT, which underwent c-trapping in response to nucleosome disassembly (Safina et al., 2017). It was shown that human FACT cannot bind and uncoil a ‘closed’ nucleosome (Tsunaka et al., 2016; Valieva et al., 2017) (Figure 10). However, nucleosome opening most probably allows FACT to invade the nucleosome and bind the H3/H4 tetramer via the middle domain of SPT16 and the H2A/H2B dimer via the c-terminal portions of both subunits (Belotserkovskaya et al., 2003; Kemble et al., 2015; Tsunaka et al., 2016; Winkler and Luger, 2011). In cells, we see this as SPT16-mediated ‘n (nucleosome)-trapping,’ which is observed at 0.3–1 μM CBL0137. At CBL0137 concentrations greater than 3 μM, significant negative supercoiling, as a result of nucleosome disassembly, caused base-unpairing of DNA and the transition of B-DNA into left-handed Z-form DNA, which is bound by FACT via the c-terminal intrinsically disordered domain of SSRP1 subunit (Safina et al., 2017). FACT has a plethora of activities related to transcription (rev. in [Reinberg and Sims, 2006], [Gurova and Studitsky, 2018; in preparation). Therefore, many CBL0137 effects on transcription might be explained by the functional inactivation of FACT. However, we suspected that opening of chromatin might have consequences independent on FACT.

The most prominent and uniform change observed in the presence and absence of FACT was activation of the IFN response in all tested organs and cells at both the mRNA and protein levels. The induction of IFN-sensitive genes (ISG) has a bell-shaped curve, with a maximum increase at a CBL0137 concentration of approximately 0.5–1 μM, which corresponds to nucleosome ‘opening’ followed by the inhibition of transcription at concentrations greater than 1 μM, when nucleosome disassembly starts. We believe that IFN is activated in response to the dsRNA formed due to the increased transcription from normally silenced constitutive heterochromatin. There was a report that proposed the role of histone H1 in the silencing of ISGs where knockdown of the H1 chaperone TAF1 in cells resulted in H1 loss from ISG promoters and activation of their transcription (Kadota and Nagata, 2014). However, the set of data in that report does not exclude the role of general chromatin decondensation due to the reduction of H1 deposition in heterochromatin. We showed that in the case of CBL0137, transcription of ISGs is abrogated if the IFN signaling pathway is disabled (e.g. *Ifnar1*-/- cells and mice), suggesting that there is no direct effect of CBL0137 on the promoters of ISGs. If we assume that IFN is activated in response to increased transcription of ‘repeatome’, then the puzzling and intriguing question is why nucleosome ‘opening’ is accompanied by selective activation of transcription of these elements, but not most genes, while nucleosome disassembly leads to the inhibition of transcription genome-wide. We propose that displacement of histone H1 may make heterochromatin accessible for RNA polymerase, while accessibility of genomic regions not locked with H1 does not change. The inhibition may be explained by a direct effect of higher concentrations of CBL0137, bound to DNA, on RNA polymerase activity, but this requires further investigation.

Importantly, the anticancer effect in mice is seen at concentrations that activate the IFN response, suggesting that chromatin opening without chromatin disassembly is enough to cause an anticancer effect in vivo. Activation of the IFN response by CBL0137 also creates an opportunity to use IFN-responsive factors as pharmacodynamic markers of curaxin activity in the clinic, since many of these factors are secreted and were detected in the plasma of mice.

Thus, curaxins, compounds with established anticancer activity in multiple preclinical models, may also be used as a tool to affect chromatin organization and folding globally in cells and animals to study the consequences of an abrupt loss of epigenetic regulation in vivo. Potentially, this property of curaxins may be useful for reprogramming and other types of therapeutic epigenetic manipulations.

One more important aspect of this study was the expansion of the set of situations when the TRAIN response occurs. Previously, we and others observed TRAIN upon loss of DNA methylation (Leonova et al., 2013), (Chiappinelli et al., 2015; Guryanova et al., 2016; Roulois et al., 2015), mostly in the case of p53 deficiency (Leonova et al., 2013). Here, we observed that general chromatin decondensation due to nucleosome opening is also accompanied by TRAIN. Based on this data, we propose that TRAIN may be a more general response to the problems associated with chromatin packaging and the danger of the loss of epigenetic integrity. The stability of the cell differentiation status, which can still be easily detected even in HeLa cells after more than 60 years in culture, is a long-standing puzzle. Theoretically, stability can be ensured either by the low rate of error in the replication of chromatin marks or by an auto-regulatory mechanism that eliminates cells with lost epigenetic information, similar to p53-dependent apoptosis in response to DNA damage. It is tempting to speculate that TRAIN may be such a mechanism, triggered by elevated expression of silenced repetitive genomic elements and executed by the IFN response, which is capable of killing cells. It is likely that this mechanism evolved in response to real viral threats, especially in the form of the expansion of endogenous retroviral elements. This mechanism may serve as an epigenetic lock, which supports the differentiation state and limits cell plasticity and, therefore, the ability to transdifferentiate and regenerate organs and tissues, as well as to undergo epigenetic transitions associated with malignant transformation and tumor progression.

## Materials and methods

### Chemicals, reagents, and plasmids

CBL0137 was provided by Incuron, LLC. Trichostatin A was purchased from Sigma-Aldrich. Poly I:C (polyinosinic:polycytidylic acid) was purchased from Tocris Bioscience. ISRE-mCherry and ISRE-Luc reporter plasmids was purchased from Cellecta. Two *ZBP1* gRNA, control gRNA, and CRISPR/Cas9 lentiviral single vector plasmids and mCherry-tagged histone H1.5 were purchased from GeneCopoeia. GFP-tagged SSRP1 was previously described in Safina et al. (2017).

### Cells

HeLa, HepG2, HT1080and normal skin fibroblast (NDF) cells were obtained from ATCC and maintained in DMEM with 5% Fetal Bovine Serum (FBS) and 50 μg/ml of penicillin/streptomycin. Mouse squamous cell carcinoma SCCVII cells were obtained from Dr. Burdelya (Roswell Park Cancer Institute (RPCI), Buffalo, NY). Preparation and maintenance of HeLa-TI cell populations containing integrated avian sarcoma genome with silent green fluorescent protein (GFP) gene were described previously (Poleshko et al., 2010; Shalginskikh et al., 2013).

### Isolation and cultivation of mouse embryonic fibroblast (MEF) cells

MEFs were isolated from embryos at 13.5 days post-coitus by breeding C57BL/6 and *Trp53*-heterozygous (*Trp53*^+/-^) mice or C57BL/6 Ifnar-null and *Trp53*-heterozygous females and males as described in the protocol http://www.molgen.mpg.de/~rodent/MEF_protocol.pdf. Cells from each embryo were individually plated. DNA was isolated from individual embryos using the PureLink^TM^ Genomic DNA Kit (Invitrogen, Carlsbad, CA). The genotype of the embryos was determined by PCR with the following primers: *Trp53*^+/+^ ACAGCGTGGTGGTACCTTAT; *Trp53*^+/-^ TATACTCAGAGCCGGCCT; *Trp53*^-/-^ TCCTCGTGCTTTACGGTATC; *Ifnar1*-/- 5’common 5’-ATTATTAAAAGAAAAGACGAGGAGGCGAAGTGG-3’; *Ifnar1*-/- 3’WT allele 5’-AAGATGTGCTGTTCCCTTCCTCTGCTCTGA-3’; *Ifnar1*-/- Neo 5’-CCTGCGTGCAATCCATCTTG-3’.

MEF cells were cultured in DMEM supplemented with 10% FBS and 50 μg/ml penicillin/streptomycin for no more than eight passages. Transformation of p53-/- cells was done via lentiviral delivery of HRasV12 oncogene followed by selection with bleomycin.

### Reverse transcriptase-PCR

cDNA was made from 1 μg total RNA isolated by TRIzol (Invitrogen) using the iScript cDNA Synthesis Kit (BioRad, Hercules, CA). The PCR reaction was carried out in accordance with the manufacturer’s protocol using USB Taq PCR Master Mix (Affymetrix , Santa Clara, CA) in a reaction volume of 25 μl with 100 ng of the following primers: mouse *Irf7* sense: 5’-CAGCCAGCTCTCACCGAGCG; antisense: 5’-GCCGAGACTGCTGCTGTCCA, mouse *Ifit*3 (Isg49) sense: 5’-GCCGTTACAGGGAAATACTGG; antisense: 5’-CCTCAACATCGGGGCTCT; human *IFIT3* (ISG56) sense: 5’- CCCTGCAGAACGGCTGCCTA; antisense: 5’-AGCAGGCCTTGGCCCGTTCA; mouse *Isg15* sense: 5’-AAGAAGCAGATTGCCCAGAA; antisense: 5’- TCTGCGTCAGAAAGACCTCA; mouse *Usp18* sense: 5’-AAGGACCAGATCACGGACAC; antisense: 5’- CACATGTCGGAGCTTGCTAA, mouse Actb sense: 5’- GCTCCGGCATGTGCAA; antisense: 5’-AGGATCTTCATGAGGTAGT-3’, human *ZBP1* sense: 5’- TGCAGCTACAATTCCAGAGA; antisense: 5’- GAAGGTGCCTGCTCTTCATC.

### Western immunoblotting

Protein extracts were prepared by lysing cells or tissues in RIPA buffer (Sigma-Aldrich, St Louis, MO) containing protease inhibitor cocktail (Sigma-Aldrich). Extracts were spun down at 10,000 x rpm for 10 min at 4°C to obtain the soluble fraction. Protein concentrations were determined using the BioRad Protein Assay (Bio-Rad). Equal amounts of protein were run on 4–20% precast gradient gels (Invitrogen) and blotted/transferred to Immobilon-P membrane (Millipore, Burlington, MA). Membranes were blocked with 5% non-fat milk-TBS-T buffer for 1 hr and incubated overnight with primary antibodies. The following antibodies were used: 1:10,000 anti-ISG49 and anti-ISG56 (a kind gift from Dr. Ganes Sen, Cleveland Clinic, Cleveland, OH). β-Actin (Santa Cruz Biotechnology, Santa-Cruz, CA) antibodies were used to verify equal protein loading and transfer. Anti-mouse and anti-rabbit secondary horseradish peroxidase-conjugated antibodies were purchased from Santa Cruz. ECL detection reagent (GE Healthcare, Little Chalfont, UK) was used for protein visualization on autoradiography film (Denville Scientific, Holliston, MA).

### Northern hybridization

Mouse cDNA probes for SINE B1 (sense: 5’-GCCTTTAATCCCAGCACTTG, antisense: 5’-CTCTGTGTAGCCCTGGTCGT), were made by reverse-PCR from the total RNA of MEF cells. The cDNAs were labeled with [*α*^32^P]-dCTP, using the Random Primed DNA Labeling Kit following the manufacturer’s protocol (Roche, Basel, Switzerland). Total RNA was extracted from cells that were either untreated or treated with 10 μM of 5-aza-dC for 48 hr or 0.5 uM of CBL0137 for 24 hr using Trizol (Invitrogen). Total RNA (5 *μ*g) was loaded onto each lane, electrophoresed in an agarose–formaldehyde gel, and transferred onto a Hybond-N membrane (Amersham Pharmacia Biotech, Little Chalfont, UK). After UV crosslinking, the transfers were hybridized with [α^32^P]-dCTP-labeled probes and analyzed by autoradiography at −80°C.

### Immunofluorescent staining

Cells were plated in 35-mm glass bottom plates from MatTek Corporation (Ashland, MA). After treatment, cells were washed with PBS and fixed in 4% paraformaldehyde at room temperature for 15 min. For Z-DNA staining, a 4% paraformaldehyde solution containing 0.1% Triton-X100 in PBS was added to cells for 15 min immediately after removal of media. Cells were then washed three times with PBS. Blocking was done in 3% BSA, 0.1% Triton-X100 in PBS. Primary antibodies: Z-DNA from Abcam (Cambridge, UK, cat# ab2079) was used at 1:200 dilution. dsRNA antibody (J2) from Scicons (Hungary) was used at 1:50 dilution. AlexaFluor 488 or 594 donkey anti-mouse (Invitrogen, cat# A21206; 1:1000) and AlexaFluor 594 donkey anti-sheep (Jackson ImmunoResearch, West Groove, PA, cat# 713-585-147; 1:500) were used as secondary antibodies. Antibodies were diluted in 0.5% BSA +0.05% Triton X100 in PBS. After each antibody incubation, cells were washed three times with 0.05% Triton X100 in PBS. For DNA counterstaining, 1 µg/ml solution of Hoechst 33342 in PBS was used. Images were obtained with a Zeiss Axio Observer A1 inverted microscope with N-Achroplan 100×/1.25 oil lens, Zeiss MRC5 camera, and AxioVision Rel.4.8 software.

### Flow cytometry

Flow cytometry was performed on LSR Fortessa A and BD LSRII UV A Cytometers (BD Biosciences, San Jose, CA). Obtained data were analyzed by the WinList 3D program (Verity Software House, Topsham, ME).

### Microarray hybridization, RNA-sequencing, and analyses

Total RNA from cells was isolated using TRIzol reagent (Invitrogen). Two biological replicates of each condition were used for microarray hybridization and RNA-sequencing. 

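Among the RNA-seq samples, wild-type MEF and lung have 2 samples per condition and Trp53-/- MEF have 1 sample per treatment. Between replicates, the share of repeat reads on L1_MM differed little: 31.24% and 31.7% in untreated wild-type MEF, 33.2% and 31.82% in treated wild-type MEF, 29.93% and 30.18% after vehicle in lung, and 29.54% and 32.88% after CBL0137 in lung. GSAT replicates were close in untreated wild-type MEF (1.477% and 1.345%) and far apart in CBL0137-treated lung (10.12% and 2.592%). With 2 samples against 2, an exact permutation test cannot give a p-value below 0.3333, so the tests used here take the spread from a model across all genes or repeat types.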

RNA processing, labeling, hybridization, generation of libraries, and sequencing were performed by the Genomics Shared Resource (Roswell Park). MouseWG-6 v2.0 Expression BeadChip array (Illumina, San Diego, CA) was used for hybridization. The TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Mouse kit (Illumina) was used for library preparation. Sequencing was done using Illumina HiSeq 2000 system. Gene expression data were analyzed using GeneSpring GX for microarray hybridization and Strand NGS for RNA-sequencing (Agilent Genomics, Santa Clara, CA). GSEA was done using MSigDB (Broad Institute, Cambridge, MA). Defaults statistical methods recommended by the programs were used.

The GRCm38.p5 (Genome Reference Consortium Mouse Reference 38) assembly was used for all mouse data, and the set of annotated repeat types was taken from the Repbase database (Kapitonov and Jurka, 2008). Sailfish version 0.6.3 aligner was used to quantify the abundance of previously annotated RNA transcripts from RNA-seq data (Patro et al., 2014). Analyses were performed with a modified k-mer size of k = 17 and used 16 concurrent threads (p 16). Sailfish was run with the poly-A option, which discards k-mers consisting of k consecutive A’s or T’s, and bias correction was enabled. Importantly, a read was associated with a particular 'repeat' type if it satisfied the following criteria: (a) The read aligned to a single or multiple locations within the canonical sequence of that repeat type, or annotated instances of that repeat type within the genome, incorporating 13 bp (half of the read length) genomic sequences flanking the annotated instances. (b) No alignment of such or better quality to canonical or instance sequences associated with any other annotated repeat types could be obtained. An optional masking procedure, designed to exclude reads potentially originating from un-annotated repeat types, added a third requirement. (c) No alignment of such or better quality to any portion of the genome assembly that is not associated with the annotated instances of that repeat type could be obtained. Collectively, the combined repeat assembly file contained a single FASTA entry for each repeat type as defined in the Repbase database. The Transcripts per Million quantification number was computed as described in (Wagner et al., 2013), (Qian and Huang, 2005) and is meant as an estimate of the number of transcripts, per million observed transcripts, originating from each target transcript. Its benefit over the F/RPKM measure is that it is independent of the mean expressed transcript length (i.e. if the mean expressed transcript length varies between samples, for example, this alone can affect differential analysis based on the K/RPKM). 

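The tests named for the repeat types compare proportions of reads. From the same total reads, the edgeR quasi-likelihood test used here compared treatments only within the groups with 2 libraries per treatment. The Trp53-/- MEF are given as ratios without a test of their own. They entered edgeR only in the genotype by treatment interaction. In the paper's table, the FDR-corrected p-value of GSAT is 0.0002243 in wild-type MEF and 0.927 in lung, against edgeR's adjusted p of 3.258e-15 and 0.9016. For SATMIN it is 0.8479 in wild-type MEF, 0.927 in lung and 2.806e-06 in Trp53-/- MEF. For MERVL in wild-type MEF it is 5.55e-06, against edgeR's adjusted p of 0.2953, and for L1_MM in wild-type MEF 0.005809, against 0.7642. In simulated libraries 20 repeat types drawn at random were changed 4-fold. There edgeR on shares of repeat reads recovered 54.2% of them in wild-type MEF, and 27.4% of its calls were false. With the true depth as library size 3.5% were false. The draw could include the most abundant types. In the data, L1 types went from 51.71% to 52.73% of repeat reads in wild-type MEF, so the false rate of the calls here may differ.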

Finally, we used the variational Bayesian EM algorithm integrated into sailfish, rather than the ‘standard’ EM algorithm, to optimize abundance estimates. p-Values were corrected using an FDR correction using Baggerley test {Baggerly et al. (2003) #450} for samples with replicates (wild-type MEF and lung) and Kal’s Z-test {Kal et al. (1999) #449} on samples without replicates (p53-/- MEF).

### Statistical analyses

Unpaired t-test was used for comparison of quantitative data between control and experimental groups. Analyses were conducted using SAS v9.4 (Cary, NC) and all p-values are two-sided.

### Animal experiments

All experiments were reviewed and approved by the Roswell Park IACUC. Mice were maintained in the Laboratory Animal Shared Resource with controlled air, light, and temperature conditions, and fed ad libitum with free access to water. NIH Swiss and C57Bl/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME).

For the analysis of gene expression, groups of two mice (male or female, 6–8 weeks old) were treated intravenously with one dose of CBL0137 dissolved in 5% dextrose using the tail vein. Control mice received an injection of 5% dextrose.

For the comparison of the efficacy of different doses of CBL0137, SCID mice (male, 6–8 weeks old) were inoculated in both flanks with 10^6^ HepG2 cells in PBS. When tumors reach ~50 mm^3^, mice were randomized into four groups (n = 5). Sample size was calculated by power analysis (Festing and Altman, 2002) using power of 95%, expected difference in control and treated groups of two-folds and standard deviation of 40% of mean value. Treatment was administered intravenously once a week.

For the comparison of CBL0137 anti-cancer efficacy depending on the presence of IFN response, groups of C57Bl/6 mice with wild type *Ifnar1* or *Ifnar1*-/- were inoculated subcutaneously into one flank with 750,000 p53-/- MEF cells, *Ifnar1* wild type or *Ifnar1*-/- transformed with HRasV12, 10 mice for each combination of mouse and tumor genotypes. Tumors were measured every day. When tumor in any mouse reached 50 mm^3^, this mouse was assigned to treatment group, first for 50 mg/kg CBL0137, second for vehicle (5% dextrose) and so on until five mice were accumulated in each group. Treatment was done via tail vein injection once a week for 3 weeks.

How the deposited data were processed for this re-analysis (not part of the article)

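RNA-seq of wild-type MEF, Trp53-/- MEF and mouse lung, each with and without CBL0137, was analysed in 10 libraries, with 2 libraries per condition in wild-type MEF and lung and 1 per treatment in Trp53-/- MEF. Conditions were taken from the sample labels and checked against the paper.

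The authors deposited counts, the whole number of reads on each gene without normalization, with 1 file per library. The form of the files is that of htseq-count, but the counter, its strand setting and the annotation release are not stated. The methods name the GRCm38.p5 assembly, and 94.91% of the gene identifiers are in the GRCm38 annotation used here. The read numbers of 290 repeat types come from Figure 6—source data 1. The methods describe Sailfish and TPM, while the table holds read numbers and RPKM.

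Gene counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), within wild-type MEF, within lung, and for the interactions of genotype or tissue with treatment. Gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01). The interferon set had 36 listed genes of which 30 were in the files, the lung microarray set 130 and 113, and the p53 target set 15 and 15; the last was listed from general knowledge. In Trp53-/- MEF log2 ratios are given without a test. Repeat reads were tested with the same edgeR test, with all repeat reads of the library as library size and repeat types with at least 10 reads. For Trp53-/- MEF the plain ratio of shares was taken, and 0.5 was added to both numbers only where a library had 0 reads. Shares of single libraries have 95% Wilson intervals, and 3 reads are taken as the smallest visible share (0.0034% to 0.0288% of repeat reads). Tables were made with Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1.

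The tests were tested on simulated data with 200 genes changed 4-fold, in 1 simulation per tissue. edgeR recovered 80.5% of them in wild-type MEF with 5.3% false calls, and 63% in lung with 2.3% false calls. For repeat types, 20 types drawn at random were changed in each of 20 simulations. Shares of repeat reads gave 27.4% false calls in wild-type MEF and 27.2% in lung, against 3.5% and 5.8% with the true depth. A change in abundant types alters the shares of the others, so the rate depends on which types change.

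The genes named are those the paper names for expression, FACT or p53, sex-linked genes, and the 5 genes up and 5 down with the largest log2 fold change past the threshold with both treated libraries beyond both controls; repeat types were named in a similar way. Tsix was added after the files were seen, because it overlaps Xist on the other strand. The designs of the repeat tests and the rule for naming repeat types were fixed after the repeat table had been read, and the counts of some of the named genes were seen while the unit was checked, before any test was run.

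The alternatives were DESeq2 1.42.0, upper quartile normalization, no filter, all 10 samples in one fit, a fold change threshold of 1.5, other prior counts, TMM across repeat types, library sizes from gene counts or without the satellites, unique reads, raw reads plus 1, and each replicate left out. The library size from all reads of the gene count file was added after the files were seen. Genes were compared with the annotation for exons on the other strand, with neighbours within 5 kb as the comparison. No passage uses the gene counts as expression of the named genes. Microarray, RT-PCR and staining results were not analysed here.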

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

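The GSAT share rose more in Trp53-/- MEF than in wild-type MEF. The genotype by treatment interaction was 0.8297 on the log2 scale (adjusted p = 0.0001981, edgeR), with the spread taken from the wild-type pairs, since Trp53-/- MEF have 1 library per treatment. Both treated wild-type libraries and the treated Trp53-/- library lay above their controls. With the satellites left out of the library size the value was 1.02. That setting removes GSAT itself, whose share was largest in treated Trp53-/- MEF, so it can only raise the value and does not test whether the make-up of the repeat reads lies behind the difference. If the genotypes differed in depth, gene counts as library size were predicted to remove it. It was then 0.471, but 1 untreated library drops out there and the standard error is 3.792. That fit cannot decide on depth, because a share already divides by the repeat reads of its own library. No conclusion on depth is drawn. The difference cannot be told apart from the make-up of the repeat reads, nor from a peculiarity of a single library. These predictions were written after the values were seen. A stronger response without p53 is a hypothesis only.

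Of 143 repeat types tested for the same interaction, 10 passed the threshold. The largest were ERVB4_1-I_MM at -2.022, MMERVK10C at 1.977, IAPEY4_I at -1.657, IAPLTR4_I at 1.478 and MMVL30 at -1.279, flagged because the effect differed between genotypes. With the satellites left out of the library size they were -1.832, 2.171, -1.465, 1.669 and -1.087. ERVB4_1-I_MM, L1_MM, L1B_MM, RLTR4_MM and RLTR4I_MM, all among the 10, no longer passed with that library size. With gene counts as library size none passed. No biological explanation can be separated from the single Trp53-/- library per treatment.

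The share of IAPEY4_I in wild-type MEF, a retrovirus type with many copies on the Y chromosome, fell by 2.471 on the log2 scale (adjusted p = 6.047e-16, edgeR), from 4.411% and 4.141% of repeat reads to 0.7693% and 0.7736%. It is flagged because the text of the paper does not discuss it; its source data list the type. It also fell by 4.132 in Trp53-/- MEF (no replicates). Mixed sex of the embryos behind the libraries was proposed before the gene files arrived, although the repeat table had been read. Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had 8 counts in all 10 libraries together, too few to tell. Tsix, which lies opposite Xist, changed by -0.1943 (adjusted p = 0.5707, edgeR) in wild-type MEF, which does not show the change that a sex difference would give; this prediction was written after the counts were seen, and 1 of the untreated libraries of the repeat table has no gene counts. For another Y-linked type, MURVY_LTR, the share in wild-type MEF was 0.03252% of repeat reads without and 0.02902% with CBL0137 (log2 fold change -0.1432, adjusted p = 0.9666, edgeR), from 4 to 7 reads per library. Its share fell by 1.972 on the log2 scale in Trp53-/- MEF (8 and 13 reads, no replicates; the paper's FDR-corrected p is 0.005207). Mixed sex cannot be excluded from the counts on Y-linked genes, and an effect of CBL0137 on this retrovirus remains a hypothesis.

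In wild-type MEF 149 gene identifiers changed (74 up, 75 down of 1757 tested, edgeR). They are flagged because the paper reports no gene-level RNA-seq result. About the counts as a whole, reads counted on the strand opposite to the transcripts would give more counts per kb of exon in genes overlapped on the other strand than in genes within 5 kb of such an exon; the ratio was 3.905 (29.98 against 7.679). Counting against another genome build would spread the counts as exon bases are spread, but overlapped genes hold 72.77% of counts and 29.91% of exon bases. Of the changed genes, 76.51% are overlapped, against 70.12% of those tested. These predictions were written after the pattern was seen. The changed identifiers may therefore reflect transcripts on the other strand, and they are not read as changes of the genes named. No biological explanation was tested.

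The tissue by treatment interaction differed from 0 for 9 of the named genes at an adjusted p below 0.05 (edgeR). The log2 values, lung against wild-type MEF, were 4.849 for Actb, -6.827 for Tap1, -4.731 for Pigq, -6.379 for Rchy1, -5.664 for Cops3, 7.061 for Dnah11, 6.733 for Paqr4, 4.804 for Hist2h3c2 and 4.478 for Exosc9. All but Actb were named because they had changed most in wild-type MEF, so a difference from lung is partly built into the choice, and many of their counts are below 30. The strand pattern (ratio 3.905) applies to these counts too, so the values may belong to transcripts on the other strand. No biological explanation was tested.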

How the results depend on the processing

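The sample mapping, the designs and all alternatives but 1 were written before the gene count files arrived; library size from all reads of the gene count file was chosen after seeing the data. Of 36 results with a main value, all but the number of named genes with a tissue by treatment interaction were recomputed. The alternatives gave 270 rows, of which 180 were the same, 30 weaker, 4 stronger, 43 moved and 13 reversed. For 4 results no alternative reversed the direction or crossed the threshold of a test, and none without a test moved the value beyond its error (1 standard error, or the 95% interval in Trp53-/- MEF), but their errors are large and their values moved: L1MM_F in wild-type MEF from 0.2762 to 2.531 (main 0.6092, standard error 0.7602), L1MM_F in Trp53-/- MEF from 1.851 to 3.585 (main 1.851), the lung microarray set in lung from 0.2314 to 1.035 (main 0.5362), and the interferon set in Trp53-/- MEF from 0.4616 to 1.102 (main 0.8077). Of 74 rows for single genes, 27 were weaker and 47 the same.

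With gene counts as library size, GSAT in wild-type MEF was 3.83 (adjusted p = 0.9603, edgeR), GSAT in Trp53-/- MEF 4.302, and the GSAT interaction 0.471. In lung the values reversed: GSAT -2.069, SATMIN -0.5503, L1_MM -3.305 and L1MM_F -1.911. L1_MM in Trp53-/- MEF reversed to 0.7092, and 0 repeat types were up and 0 down in wild-type MEF. With all reads of the gene count file, chosen after seeing the data, GSAT was 4.047 in wild-type MEF, 4.714 in Trp53-/- MEF and -2.213 in lung, SATMIN in lung -0.7008, L1_MM -3.411 in lung and 1.121 in Trp53-/- MEF, and L1MM_F in lung -2.025. These library sizes change most for lung library 27, whose gene count file holds 1458258 reads but whose repeat reads number 35367, or 24.25 per 1000 file reads against 0.609 to 2.583 in the others.

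With raw reads plus 1 and no depth normalization, GSAT was 3.417 in wild-type and 5.941 in Trp53-/- MEF, SATMIN 1.716 and 6.157, and L1_MM 0.998 and 2.353, the last reversed, and -0.2755 in lung, also reversed. This setting keeps differences in depth, such as 13818 against 88082 repeat reads in Trp53-/- MEF. With satellites left out of the library size, GSAT in Trp53-/- MEF was 3.563 and L1_MM -0.02997, since GSAT took 19.59% of the treated library.

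With TMM across repeat types 4 were up and 4 down in wild-type MEF, and with DESeq2 5 were down. Without the read filter 2 types were up and 1 down in lung. For genes, DESeq2 gave 27 up and 30 down in wild-type MEF (74 and 75 with edgeR) and 1 interaction gene (3 with edgeR). Without the filter 112 genes were up in wild-type MEF and 19 had an interaction, and the interferon set in lung was 0.5043 and passed the threshold of limma's camera test. With all 10 samples in one fit 3 genes were up in lung.

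Each replicate was left out in turn. In wild-type MEF from 0 to 117 genes were up and from 0 to 1.4e+02 down, and from 0 to 136 had an interaction; leaving out either untreated library left 0 to 2. In lung from 0 to 84 genes were up and from 0 to 29 down. The interferon set in lung ranged from 0.6143 to 1.286, and without vehicle library 27 (0.6237) it passed the threshold of limma's camera test. Repeat types up ranged from 2 to 4 and down from 4 to 10 in wild-type MEF, and from 0 to 2 in either direction in lung. In lung GSAT ranged from 0.3805 to 2.344, the highest value without library 29. SATMIN ranged from 1.712 to 5.173, with 4.093 without library 29, and L1_MM from -0.02519, a reversal without library 29, to 0.1293. Each of these fits has 1 lung in a group, so the spread within that group is not seen.

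The interferon and p53 sets in wild-type MEF, with 1 gene past the filter each, and the p53 set in Trp53-/- MEF, with 0, gave no main value. Their values under the alternatives that gave one are not listed as results. Without the filter they were 0.02153 (standard error 0.1066), 0.1665 (standard error 0.1682) and 0.993 (standard error 0.5498). With 1 library left out, the interferon set in wild-type MEF ranged from -0.737 to 0.4479. The p53 set in wild-type MEF was 0.9413 without library 16 and 1.374 without library 18. L1MM_F in wild-type MEF gave no value in 1 of the 4 fits without a library. The groups share no replicate numbers. The replicate block was not run because the groups compared share fewer than 2 numbers. SATMIN rests on 1 to 9 reads in the control libraries, which limits it.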

Differences from the paper's values

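In Fig. 6D the paper's log2 bars, read by eye, are about 3.4 for GSAT in wild-type MEF, where the value here was 2.443, and about 5.9 in Trp53-/- MEF, where it was 3.273. With raw reads plus 1 and no depth normalization the values were 3.417 and 5.941, within the paper's; the other alternatives set before the files arrived did not close either gap. For SATMIN in Trp53-/- MEF the paper's bar is about 6.1 in Fig. 6D and the value here 4.062. Raw reads plus 1 (6.157) and gene counts as library size (5.091) closed the gap, while satellites left out and unique reads did not.

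The paper does not say which LINE1 type its L1 bars show. Against L1_MM, the paper's bars in Fig. 6D of about 1.2 in wild-type MEF, about 3.6 in Trp53-/- MEF and about 0.5 in lung differ from 0.04683, -0.3192 and 0.05419, and none of the alternatives set before the files arrived closed these gaps. Against L1MM_F the main values, 0.6092, 1.851 and 0.9074, did not differ from the bars by more than their error. With raw reads plus 1 they were 1.222, 3.585 and 0.4594, nearer the bars in each group. The bars were read by eye. Raw reads plus 1 keeps differences in depth, such as 13818 against 88082 repeat reads in Trp53-/- MEF. L1MM_F has at most 11 reads in any library.

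Figure 7—figure supplement 1 labels its axis as normalized reads, and its legend describes abundance relative to reads sequenced. The values here are reads per 1000000 reads of the gene count file, and every gap below closed with the mean of raw reads plus 1, the only alternative computed for them. For GSAT the paper's bars in Figure 7—figure supplement 1, read by eye, are about 200 and about 1900 in untreated and treated wild-type MEF (here 8.195 and 135.6), about 300 and about 17000 in Trp53-/- MEF (12.81 and 336.3) and about 1300 in treated lung (66.84). For SATMIN in Figure 7—figure supplement 1 they are about 3 and about 11 in wild-type MEF (0.1756 and 0.9653), about 3 and about 210 in Trp53-/- MEF (0.09152 and 4.15) and about 34 in treated lung (1.779). For L1 in Figure 7—figure supplement 1, set against L1MM_F, they are about 3 and about 7 in wild-type MEF (0.05853 and 0.3735), about 1 and about 12 in Trp53-/- MEF (0 and 0.2143), and about 4 and about 5.5 in lung (1.111 and 0.223). Raw reads plus 1 gave 182, 1944, 281, 17260 and 1276 for GSAT, 3.5, 11.5, 3, 214 and 34.5 for SATMIN, and 3, 7, 1, 12, 4 and 5.5 for L1MM_F.

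The paper's fold change of L1_MM in Trp53-/- MEF in Figure 6—source data 1 is -0.2959 on the log2 scale and the value here -0.3192; no alternative set before the files arrived closed the gap. In the same table the paper has 4 repeat types up in wild-type MEF and the main fit here 2. With TMM across repeat types the count was also 4. With DESeq2 (3) and with satellites left out of the library size (3) the gap narrowed. With gene counts as library size (0) or without the read filter (2) it did not. In lung the paper has 1 type down and the main fit 0. The gap closed without the read filter (1); with DESeq2, TMM, the other library sizes or without an untreated replicate the count was 0, and without a treated replicate 2.

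The paper states a significant increase of SATMIN in cells. In wild-type MEF its log2 fold change here was 1.096 with an adjusted p of 0.3827 from edgeR, and the paper's own table gives an FDR-corrected p of 0.8479. In Trp53-/- MEF (no replicates) the log2 ratio was 4.062 and no test was made here. The paper's FDR-corrected p there, from Kal's Z-test, is 2.806e-06. The paper states an increase of several classes of endogenous viruses. In wild-type MEF RLTR4_MM was the only retroviral type to rise past the threshold in the main fit here, and 9 repeat types fell; with TMM across repeat types 4 repeat types rose. MERVL in wild-type MEF rose by the paper's table (FDR-corrected p = 5.55e-06), while its log2 fold change here was 0.2227 with an adjusted p of 0.2953 from edgeR. MMERVK10C had -0.2344 in wild-type MEF (adjusted p = 0.489, edgeR), and RLTR4_MM a log2 ratio of 0.05809 in Trp53-/- MEF (no replicates). In Trp53-/- MEF, where no test was made here, the shares of MMERVK10C and MERVL rose, with log2 ratios of 1.743 and 0.5531, and the paper's FDR-corrected p-values for both are 0.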

Other observations

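The files hold few reads on the genes the paper names. Over the 10 libraries Isg15, Ifit3 and Ifitm3 had from 0 to 2 reads each, Zbp1 0, Usp18 from 0 to 4, Trp53 from 0 to 5, Ssrp1 from 0 to 9, Supt16 from 0 to 8 and Actb from 0 to 27. Irf7 had 6 reads in untreated and 32 in treated Trp53-/- MEF (no replicates), a log2 ratio of 0.6237 after normalization for depth. The interferon set in lung had a mean log2 fold change of 0.6356 over 3 genes (standard error 0.7092), and the lung microarray set 0.5362 over 7 genes (standard error 0.3646), neither past the threshold of limma's camera test in the main fit. Given the strand pattern these values do not bear on the paper's microarray and RT-PCR results.

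If interferon genes rose and their reads were counted on the gene opposite, the 11 genes opposite members of the interferon set would hold a higher share in both treated libraries. In wild-type MEF they held 8.877 and 8.02 per 10000 gene counts after CBL0137 and 5.104 and 5.886 before, a log2 ratio of 0.6206. In lung they held 9.058 and 9.389 after CBL0137 and 7.97 and 7.841 after vehicle, a log2 ratio of 0.2225. In Trp53-/- MEF they held 5.216 with and 5.511 without CBL0137. The direction was as predicted in wild-type MEF and lung, but the smallest exact p that 2 samples against 2 can give is 0.3333, the other gene sets were not compared, and the prediction was written after the strand pattern was seen. This cannot be told apart from chance.

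The gene count file of vehicle lung library 27 holds 1458258 reads. Had the library been sequenced less deeply, its repeat reads would be few, but it has 35367, the most of the 4 lung libraries. Had the file been made from part of the reads, its repeat reads per 1000 file reads would be high, and they were 24.25, against 0.609 to 2.583 in the others. These values are consistent with a gene count file made from part of the reads of that library, a hypothesis made after the totals were seen.

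Tsix had 598, 47, 839 and 521 reads in the lung libraries (26 to 29), 181, 238, 93 and 281 in wild-type MEF (16 to 19), and 0 and 1 in untreated and treated Trp53-/- MEF. These are values only; the sex of the animals is given differently in different labels and was not inferred. Exosc9, which lies opposite Ccna2, had 114 and 158 reads in untreated and 1 and 9 in treated wild-type MEF, and 245 and 534 in untreated and treated Trp53-/- MEF. The Trp53-/- libraries hold 172386 and 538717 gene counts, and the normalized log2 ratio of Exosc9 there was -0.6476 (no replicates).

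In the genotype by treatment test of genes 3 of 2995 passed the threshold (edgeR). In Trp53-/- MEF, without a test, 1265 genes were above and 937 below a 1.5-fold change among 3531. B1, whose transcripts the paper followed by northern blotting, had 0 reads in every library of the repeat table. These reads therefore cannot show whether B1 changed. The share of B2, a different type from that on the blot, had a log2 fold change of -0.2758 in wild-type MEF (adjusted p = 0.4921, edgeR). In Trp53-/- MEF, the genotype of that blot, the B2 share went from 0.6296% to 0.3485%, a log2 ratio of -0.8531 (no replicates).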
